# MLL1 is required for PAX7 expression and satellite cell self-renewal in mice

**DOI:** 10.1038/s41467-019-12086-9

**Published:** 2019-09-18

**Authors:** Gregory C. Addicks, Caroline E. Brun, Marie-Claude Sincennes, John Saber, Christopher J. Porter, A. Francis Stewart, Patricia Ernst, Michael A. Rudnicki

**Keywords:** Molecular biology, Epigenetics, Transcription, Stem cells

## Abstract

PAX7 is a paired-homeobox transcription factor that specifies the myogenic identity of muscle stem cells and acts as a nodal factor by stimulating proliferation while inhibiting differentiation. We previously found that PAX7 recruits the H3K4 methyltransferases MLL1/2 to epigenetically activate target genes. Here we report that in the absence of *Mll1*, myoblasts exhibit reduced H3K4me3 at both *Pax7* and *Myf5* promoters and reduced *Pax7* and *Myf5* expression. *Mll1*-deficient myoblasts fail to proliferate but retain their differentiation potential, while deletion of *Mll2* had no discernable effect. Re-expression of PAX7 in committed *Mll1* cKO myoblasts restored H3K4me3 enrichment at the *Myf5* promoter and *Myf5* expression. Deletion of *Mll1* in satellite cells reduced satellite cell proliferation and self-renewal, and significantly impaired skeletal muscle regeneration. *Pax7* expression was unaffected in quiescent satellite cells but was markedly downregulated following satellite cell activation. Therefore, MLL1 is required for PAX7 expression and satellite cell function in vivo. Furthermore, PAX7, but not MLL1, is required for *Myf5* transcriptional activation in committed myoblasts.

## Abstract (web summary)

PAX7 transcription factor specifies the myogenic identity of muscle stem cells and acts as a nodal factor by stimulating proliferation while inhibiting differentiation. Here authors find that Mll1 deletion in myoblasts in mice results in reduced H3K4me3 at both Pax7 and Myf5 promoters, reduced Pax7 and Myf5 expression, and proliferation defects.

## Introduction

Skeletal muscle has a remarkable capacity of regeneration that relies on a population of muscle stem cells termed satellite cells^1^. In resting adult muscle, satellite cells are mainly quiescent, but are poised for activation, allowing for muscle repair upon injury^2^. Activated satellite stem cells undergo asymmetric cell divisions to generate myogenic progenitor cells that proliferate and eventually differentiate by either fusing into damaged myofibers or generating new myofibers^3^. In addition, a subset of activated satellite cells will withdraw from the cell cycle and return to quiescence to replenish the muscle stem cell reservoir. Satellite cell function is highly regulated by extrinsic growth factors from the muscle stem cell niche as well as intrinsic transcriptional factors such as the paired-homeobox transcription factor PAX7 and the myogenic regulatory factors (MRFs)^4^.

PAX7 is expressed by all satellite cells and is required for satellite cell function. *Pax7*^*−/−*^ mice exhibit smaller myofibers at birth and fail to form a functional muscle stem cell reservoir, leading to impaired muscle regeneration and juvenile mortality^5–8^. Furthermore, conditional *Pax7* deletion in adult mice strongly impairs the regenerative capacity of skeletal muscle due to proliferation defects and precocious differentiation of satellite cells, confirming the absolute requirement of PAX7 for satellite cell function^9,10^. Chromatin immunoprecipitation (ChIP)-sequencing in primary myoblasts revealed that PAX7 acts as a nodal factor by activating target genes involved in establishing myogenic identity and in stimulating proliferation while inhibiting differentiation^11,12^. A major target gene of PAX7 is *Myf5*, and loss of PAX7 significantly decreases *Myf5* expression in both satellite cells and cultured myoblasts^6,9,11,13^.

We previously showed that *Myf5* transcriptional regulation by PAX7 involves the recruitment of the Trithorax complex, encompassing ASH2L, WDR5, RBBP5, and MLL1/2, to *Myf5* regulatory sequences through direct interaction between PAX7 and MLL1/2^13,14^. MLL1/2 are closely related members of a family of six histone methyltransferases that specifically methylate histone H3 lysine 4 to an activating trimethyl state (H3K4me3)^15,16^. The ability of PAX7 to recruit this Trithorax complex to chromatin is regulated by CARM1 and p38γ MAPK^14,17^. Consistent with these findings, the *Myf5* locus exhibits H3K4me3 enrichment around the transcription start site (TSS) in quiescent satellite cells as well as in primary myoblasts^12,13,18^.

In this study, we uncover a specific role of MLL1 in regulating PAX7 expression, elucidating their involvement in *Myf5* transcriptional control. Using conditional alleles of *Mll1* and *Mll2*, we find that MLL1 directly regulates *Pax7*. In the absence of *Mll1*, myoblasts display reduced H3K4me3 enrichment at both *Pax7* and *Myf5* loci associated with the loss of *Pax7* and *Myf5* expression. As a consequence, *Mll1*-deficient myoblasts fail to proliferate but retain their potential to differentiate. By contrast, deletion of *Mll2* has no apparent effect. Re-establishing PAX7 expression in committed *Mll1* cKO myoblasts is sufficient to restore H3K4me3 enrichment at the *Myf5* promoter and rescue *Myf5* levels, indicating that PAX7, but not MLL1, is required for *Myf5* expression in committed myoblasts. Finally, conditional *Mll1* deletion in satellite cells dramatically impairs satellite cell proliferation, self-renewal, and skeletal muscle regeneration. Altogether, our data demonstrate that MLL1 is absolutely required for PAX7 expression and satellite cell function.

## Results

### Loss of MLL1 impairs *Pax7* and *Myf5* expression

Both MLL1 (*Kmt2a*) and MLL2 (*Kmt2b*) can interact with PAX7 to activate *Myf5* expression^13,14^, suggesting that MLL1 and MLL2 may be functionally redundant. Thus, we investigated whether MLL1 and MLL2 share the same function in regulating *Myf5* expression using *Mll1* and *Mll2* conditional knockout myoblasts (*Mll1* cKO and *Mll2* cKO) and *Mll1:Mll2* double conditional knockout myoblasts (*Mll1:Mll2* dcKO), derived from *Rosa*^*CE/+*^*:Mll1*^*fl/fl*^, *Rosa*^*CE/+*^*:Mll2*^*fl/fl*^ and *Rosa*^*CE/+*^*:Mll1*^*fl/fl*^*:Mll2*^*fl/fl*^ mice respectively. Myoblasts were treated for 7 days with 4-hydroxytamoxifen (4OHT) followed by a 2-day washout period (Supplementary Fig. 1a). The efficiency of *Mll1* and *Mll2* deletion was assessed at the RNA level (Fig. 1a–c), and the loss of MLL1 was further confirmed at the protein level (Supplementary Fig. 1b, c).

**Fig. 1:**
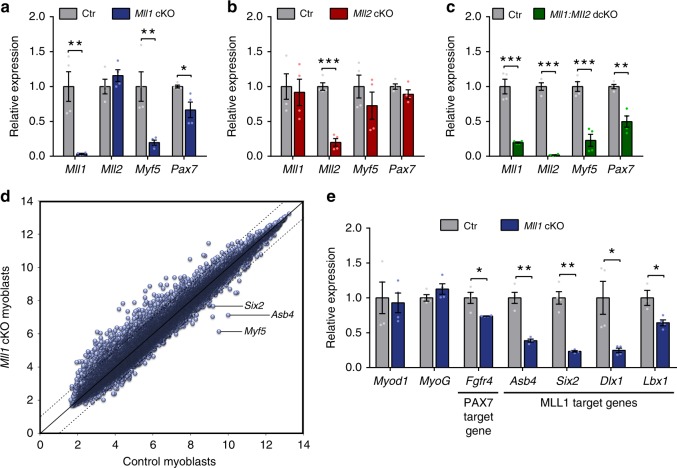
MLL1 is required for *Myf5* and *Pax7* expression in primary myoblasts. **a**–**c** Relative expression of *Mll1*, *Mll2*, *Myf5*, and *Pax7* in **a** *Mll1* cKO, **b** *Mll2* cKO, and **c** *Mll1:Mll2* dcKO primary myoblasts and their respective controls, as determined by RT-qPCR. Data are presented as the mean ± S.E.M. of four independent experiments. **d** Microarray analysis was performed on control and *Mll1* cKO primary myoblasts. A total of 35,557 probes were identified in the samples and plotted. **e** Relative expression of *Myod1*, *myogenin*, as well as PAX7 and MLL1 target genes in control and *Mll1* cKO primary myoblasts, as determined by RT-qPCR. Data are presented as the mean ± S.E.M. of four independent experiments

RT-qPCR analysis revealed that *Myf5* mRNA was strikingly decreased in *Mll1* cKO and *Mll1:Mll2* dcKO myoblasts while its expression remained unchanged in *Mll2* cKO myoblasts, indicating that MLL1, but not MLL2, regulates *Myf5* expression in primary myoblasts (Fig. 1a–c). Interestingly, we also observed a mild but significant decrease of *Pax7* mRNA level in both *Mll1* cKO and *Mll1:Mll2* dcKO myoblasts (Fig. 1a, c), indicating that MLL1 may also regulate *Pax7* transcription. As we previously demonstrated that *Myf5* is a target gene of the PAX7 transcription factor^11,13^, our current results could suggest that *Myf5* downregulation is due to a decrease in *Pax7* expression.

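Primary myoblasts, the proliferating progeny of muscle satellite cells, were grown from mice with floxed Mll1 alleles and a Cre recombinase that acts in the nucleus only when 4-hydroxytamoxifen is present. The control culture received vehicle and the Mll1 cKO culture received 500 nM 4-hydroxytamoxifen, each for 7 days. The drug was then left out for 2 days according to the paper's methods, and for 3 days according to the sample labels. RNA of each condition was hybridised to 1 Affymetrix MoGene 1.0 ST array, which has several probes along the length of a transcript and gives 1 summary signal per probe set. Kmt2a, the gene that encodes MLL1, had a log2 signal of 9.44 in the control array and 9.66 in the Mll1 cKO array. Its probe set covers the whole transcript, whereas recombination removes exons 3 and 4 (Supplementary Fig. 1d; the series description names exon 2), so this value checks nothing about the deletion. The deposited values are the authors' log2 signals after RMA normalization, for 35557 probe sets. Of these, 6613 are control probe sets and were left out of the counts, which leaves 28944 probe sets, of which 21789 could be named with 1 gene symbol. The median log2 signal of these 28944 probe sets was 5.77 in the control array and 5.74 in the Mll1 cKO array. Each difference is the Mll1 cKO signal minus the control signal, and the paper's cut-off of a 2-fold difference was kept. With 1 array per condition the differences have no replicate check, no test was possible, and the number of arrays limits the precision. Lists of genes were fixed before the deposited table was opened, when the values of Table 1 and part of Supplementary Data 1 had been seen, and the median difference of each list was placed among the medians of 10000 random lists with the same number of genes and similar mean signals. A list was taken to stand apart where its median lay outside the central 95% of these medians, as a description of these 2 arrays and not as a test of the deletion.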

To broadly examine changes in gene expression occurring after *Mll1* deletion in primary myoblasts, we used microarray to compare RNA expression in control and *Mll1* cKO myoblasts obtained after a 7-day culture period with either vehicle or 4-hydroxytamoxifen, respectively (Fig. 1d, Supplementary Fig. 1d). In *Mll1* cKO myoblasts, 281 genes (322 probe sets) had a greater than twofold increase in expression, while 26 genes (29 probe sets), of which only 21 were for protein coding mRNAs, showed a greater than twofold decrease in gene expression (Table 1; Supplementary Data 1). 

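Many more genes were over 2-fold higher in the Mll1 cKO array than were over 2-fold lower. Of the probe sets with 1 gene symbol, 258 were higher and 22 were lower, which correspond to 244 and 22 genes, and 236 of the higher and 15 of the lower genes are protein coding. Among the 15 most increased named probe sets with a signal over 7, Nptx1, which encodes a neuronal pentraxin, was 4.19-fold higher and Pde7b, a cyclic AMP phosphodiesterase, was 4.61-fold higher. Lilr4b, which encodes an immunoglobulin-like receptor, was 3.98-fold higher. Trdn, which encodes the sarcoplasmic reticulum protein triadin, has 19 probe sets, whose mean was 1.98-fold higher, and the one with the largest difference at a signal over 7 (10362422) was 4.87-fold higher. At the other end, the small nucleolar RNAs Snora16a, Snora73b and Snora73a were 4.42-fold, 3.97-fold and 3.78-fold lower. Counted over all probe sets, named or not, 333 were over 2-fold higher and 29 were over 2-fold lower, and the paper's reported counts are 322 and 29. A 3-fold difference was passed by 83 higher and 5 lower probe sets, and a 4-fold difference by 30 higher and 3 lower ones. Many of the higher ones at 3-fold have several symbols and the same log2 signals of 3.73 and 5.60. Of genes, 40 were higher and 5 were lower at 3-fold. Without a cut-off on size, 11564 probe sets were higher and 16389 were lower, with a median log2 difference of -0.06 and a central 95% range from -0.57 to 0.75. The control probe sets ran the same way, with 598 of 6613 over 2-fold higher and 49 over 2-fold lower.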

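Pax7, which encodes the paired-box transcription factor of satellite cells and myoblasts, had a log2 signal of 10.29 in the control array and 10.02 in the Mll1 cKO array, a log2 difference of -0.27. It was therefore 1.21-fold lower, and 10.8% of the probe sets with similar mean signals (1 of 10 groups of equal size) had a difference as low or lower. Pax3, its closest paralog, had the lower signals of 6.44 and 6.99 and was 1.47-fold higher. Of 10 measured reference genes, which are widely used to normalize expression, none passed a 2-fold difference, and their median log2 difference was -0.02, at percentile 25.1 of random lists, with a sign that turned when all differences were centred on their median. The member farthest from 0 was Sdha, a subunit of the succinate dehydrogenase complex, with a log2 difference of -0.18. Hprt, to which the RT-qPCR data of Supplementary Fig. 3c are normalized, had a log2 signal of 9.97 in both arrays. The size of the Pax7 difference cannot be set against the variation between cultures, since each condition has 1 array.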

Microarray confirmed that *Pax7* expression was decreased in *Mll1* cKO myoblasts (Table 1). Remarkably, among all the probe sets, *Myf5* mRNA level displayed the greatest decrease (more than 10-fold). 

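Myf5, which encodes a myogenic regulatory factor of the basic helix-loop-helix family, had a log2 signal of 9.51 in the control array and 6.14 in the Mll1 cKO array. It was thus 10.3-fold lower, with a log2 difference of -3.37, the lowest of the 28944 probe sets. The probe set of Myf5 (10372226) lies on the minus strand of chromosome 10, from 106919964 to 106923190 in the coordinates of Supplementary Data 1, whose genome build is not given in the sources used here. No control probe set had a decrease of this size, since the lowest log2 difference among them was -1.59. Asb4, which encodes an ankyrin repeat protein of ubiquitin ligase complexes, had the next largest decrease, from 9.99 to 7.12, and was 7.31-fold lower. Myf6, a myogenic regulatory factor gene next to Myf5, had the low signals of 5.41 and 5.07 and was 1.26-fold lower.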

Initiation of myogenic differentiation coincides with both *Pax7* and *Myf5* downregulation, and *myogenin* upregulation^19^. However, *myogenin* mRNA level was unchanged in *Mll1* cKO myoblasts (Fig. 1e; Table 1), ruling out the possibility that loss of MLL1 leads to precocious myogenic differentiation. 

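Myog, which encodes myogenin, had a log2 signal of 7.30 in the control array and 7.94 in the Mll1 cKO array and was 1.56-fold higher. Among probe sets with similar mean signals, 93.0% had a difference as low or lower. Of 24 measured regulators of myogenesis, 3 were over 2-fold higher and 1, Myf5, was over 2-fold lower. The higher ones were Mef2c, which encodes a MADS-box transcription factor of differentiating muscle, Mamstr, which encodes a coactivator of MEF2 proteins, at 2.28-fold, and Mymk, which encodes the fusion protein myomaker, at 2.21-fold. Without regard to size, 14 members were higher and 10 were lower, and the median log2 difference of 0.06 lay at percentile 72.9 of the random lists. From the myogenin level in the arrays and by RT-qPCR, the paper reasons that loss of MLL1 does not bring on early differentiation. In the same arrays, 58 sarcomere genes had a median log2 difference of 0.44, at percentile 100 of the random lists. Of these, 43 were higher and 13 were lower. The 41 measured S-phase genes were all lower, with a median of -0.50, at percentile 0. Early differentiation of part of the culture was not tested, and the myogenin level alone does not exclude it.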

Little to no change was observed in the expression of other genes involved in myogenesis, including *Myod1* (Fig. 1d, e; Table 1). 

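Myod1, which encodes the myogenic regulatory factor MYOD, was among the strongest signals of both arrays, at 12.15 in the control array and 12.27 in the Mll1 cKO array, and was 1.08-fold higher. Mef2a, a MEF2 gene with similarly strong signals of 11.08 and 11.12, was 1.03-fold higher. Of the 8 genes that Table 1 groups under myogenesis and that were measured here, 2 were over 2-fold higher and none was over 2-fold lower. These were Mef2c, at 2.71-fold, and Myh1, which encodes a fast myosin heavy chain, at 2.36-fold. In all, 6 of the 8 were higher and 2 were lower, and their median log2 difference of 0.34 lay at percentile 99.0 of the random lists. The study chose these genes for its table of the same arrays, so the list is not independent evidence of a direction.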

Interestingly, among the downregulated genes, 43% (9 out of 21) were direct MLL1 target genes in myoblasts^20^, 4 of which were also Pax7 target genes^11^. 

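The 10 downregulated genes of Table 1 were all over 2-fold lower here, with a median log2 difference of -1.21 at percentile 0 of the random lists. The study chose them by that difference on the same arrays, so they are not independent evidence of it. Fgfr4, which encodes a fibroblast growth factor receptor of satellite cells and myoblasts, had a log2 signal of 9.00 in the control array and 7.77 in the Mll1 cKO array and was 2.34-fold lower. Lmnb1, which encodes the nuclear lamina protein lamin B1, was 2.11-fold lower, and Lbr, which encodes the lamin B receptor of the inner nuclear membrane, was 2.05-fold lower. Cdc42ep3, which encodes an effector of the GTPase CDC42, was 2.07-fold lower. After centring of all differences on their median, Cdc42ep3 and Lbr had fold changes of -1.99 and -1.97 and no longer passed. Both still passed with the trend on signal removed, at -2.15 and -2.11, and after quantile normalization, at -2.19 and -2.15. Olfr767, an odorant receptor gene, was 2.27-fold lower, from a log2 signal of 7.64 to 6.46. The binding data by which the paper calls genes direct targets of MLL1 or PAX7 were not analysed here.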

RT-qPCR in *Mll1* cKO myoblasts further confirmed the downregulation of several MLL1 target genes (*Asb4*, *Six2*, *Dlx1* and *Lbx1*) as well as MLL1 and PAX7 common target genes (*Fgfr4* and *Myf5*)^11,20,21^ (Fig. 1e; Table 1).

**Table 1:** Partial list of genes differentially expressed in *Mll1* cKO and control primary myoblasts

	Gene symbol	Array signal Control	Array signal *Mll1* cKO	Array Fold change	qPCR Fold change
	*Downregulated genes*				
1	Myf5	9.51	6.14	−10.33	−20.00
2	Asb4	9.99	7.12	−7.31	−14.28
3	Six2	9.20	7.67	−2.89	−7.14
4	Dlx1	9.00	7.74	−2.40	−2.85
5	Fgfr4	9.00	7.77	−2.34	−2.43
6	Olfr767	7.64	6.46	−2.27	nd
7	Lbx1	7.97	6.82	−2.22	−5.26
8	Lmnb1	8.91	7.84	−2.11	nd
9	Cdc42ep3	8.69	7.64	−2.07	nd
10	Lbr	9.04	8.00	−2.05	nd
	*Upregulated genes*				
1	Slc40a1	5.84	8.87	8.16	nd
2	Timp3	5.60	8.59	7.94	nd
3	Stmn2	5.02	7.89	7.33	nd
4	Dlk1	6.70	9.37	6.37	18.25
5	Sfrp2	6.41	8.95	5.83	4.64
6	Cd24a	7.97	10.50	5.76	4.96
7	Nnat	7.15	9.40	4.75	nd
8	RbEST47	6.75	8.95	4.62	nd
9	Ly6a (Sca1)	6.55	8.73	4.54	2.89
10	Krt18	6.19	8.26	4.22	nd
	*Genes related to myogenesis*				
1	Myod1	12.15	12.27	1.08	1.33
2	Myogenin	7.30	7.94	1.56	1.17
3	Myf6	5.40	5.07	−1.26	−1.70
4	Mef2a	11.08	11.12	1.03	nd
5	Mef2b	6.44	6.42	−1.01	nd
6	Mef2c	6.25	7.69	2.71	nd
7	Myh1	6.62	7.86	2.36	nd
8	Pax3	6.44	6.99	1.47	nd
9	Pax7	10.29	10.02	−1.21	−1.58
	*MLL1 target genes*				
1	Hoxa6	7.44	7.47	1.02	nd
2	Hoxa7	7.64	7.88	1.18	nd
3	Hoxa10	7.74	7.65	−1.06	nd
4	Hoxa11	8.28	7.81	−1.38	nd
5	Hoxc6	7.84	8.06	1.16	nd
6	Hoxc8	8.03	7.59	−1.36	nd
7	Hoxc9	8.44	8.69	1.19	nd
8	Hoxc10	8.51	8.65	1.10	nd
9	Dlx2	10.44	10.79	1.27	nd
10	Prdm16	6.41	5.85	−1.47	nd
	*Histone methyltransferases*				
1	Mll1 (Kmt2a)	9.44	9.66	1.17	nd
2	Mll2 (Kmt2b)	7.90	8.05	1.11	nd
3	Setd1a	8.81	8.88	1.05	nd
4	Setd1b	8.52	8.42	−1.07	nd

Microarray analysis was performed in myoblasts isolated from control and *Mll1* cKO myoblasts. 

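The upregulated genes of Table 1 start with Slc40a1, which encodes the iron exporter ferroportin, with a log2 signal of 5.84 in the control array and 8.87 in the Mll1 cKO array, an 8.16-fold higher level. Timp3, an inhibitor of matrix metalloproteinases, was 7.94-fold higher, and Stmn2, a microtubule-destabilizing protein of neurons, was 7.33-fold higher with a log2 signal of 7.89 in the Mll1 cKO array. Sfrp2, a secreted antagonist of Wnt signalling, was 5.83-fold higher, and Cd24a, a cell surface glycoprotein, was 5.76-fold higher. Krt18, a keratin of simple epithelia, was 4.22-fold higher. All 8 of these genes that could be named here were over 2-fold higher, with a median log2 difference of 2.61 at percentile 100 of the random lists, on the arrays by which the study chose them. The highest log2 difference among the control probe sets was 2.65. The differences of Slc40a1, Timp3, Stmn2 and Dlk1 exceeded it, and those of Sfrp2, Cd24a, Nnat and Krt18 did not. The 4 histone methyltransferase genes of the table had a median log2 difference of 0.11 at percentile 61.0, and none passed a 2-fold difference. Kmt2b, which encodes MLL2, was 1.11-fold higher, and Setd1a was 1.05-fold higher. Setd1b has 2 probe sets, of which the one with the signals of Table 1 was 1.07-fold lower. A wider list of 26 genes of H3K4 methyltransferase complexes and of demethylases and partners also had no member over 2-fold, with 15 higher, 11 lower and a median log2 difference of 0.03 at percentile 36.4, which turned negative when the arrays were quantile normalized again. Its member with the largest difference was Mapk12, the kinase p38γ, at 1.72-fold higher.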

Change in expression for a subset of genes was further confirmed by qPCR as indicated

Together, our data suggest that MLL1, but not MLL2, regulates *Pax7* transcription in primary myoblasts. The reduced *Pax7* expression in *Mll1*-deficient myoblasts could also explain the decreased expression of its target genes, *Myf5* and *Fgfr4*.

### MLL1 binds both *Pax7* and *Myf5* genomic loci

MLL1 possesses a specific methyltransferase activity responsible for the deposition of an active tri-methylation mark on the histone H3 lysine 4 (H3K4me3) allowing for the transcriptional activation of its target genes^22^. In primary myoblasts, MLL1 bound *Pax7* and *Myf5* loci near the transcriptional start site (Supplementary Fig. 2a). MLL1 also bound *Pax7* +11.5 and +11.7 kb regions, which were previously shown to display H3K4me3 marks^23^. This result suggests that MLL1 can methylate the chromatin over both *Pax7* and *Myf5* promoters. To determine whether MLL1 binding corresponds to H3K4me3 enrichment at both *Myf5* and *Pax7* loci, we performed chromatin immunoprecipitation (ChIP)-qPCR using an anti-H3K4me3 antibody in control and *Mll1* cKO myoblasts, and analyzed H3K4me3 enrichment at *Pax7* and *Myf5* promoters (Fig. 2a, b). *Mll1* deletion resulted in a clear and extensive decrease in H3K4me3 marks at the *Myf5* locus (Fig. 2c). A modest decrease in H3K4me3 enrichment was also observed at the *Pax7* locus (Fig. 2c), consistent with our RT-qPCR data showing a moderate decrease in *Pax7* mRNA level. More generally, we analyzed the total level of the histone H3 and the H3K4me3 mark between control and *Mll1* cKO myoblasts (Supplementary Fig. 2b–d). H3K4me3 immunoblot analysis did not reveal any differences (Supplementary Fig. 2d), suggesting that the loss of H3K4me3 following *Mll1* deletion is gene-specific rather than global in primary myoblasts. This was expected since there was only a small number of genes downregulated upon *Mll1* deletion (Table 1, Supplementary Data 1).

**Fig. 2:**
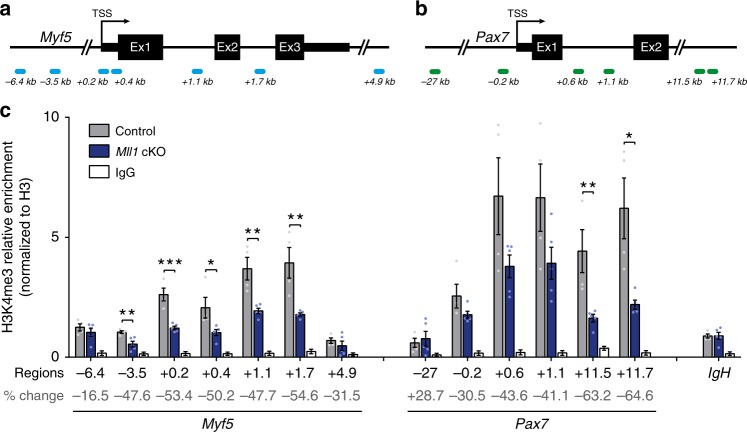
Loss of MLL1 decreases H3K4me3 marks at *Myf5* and *Pax7* loci in *Mll1* cKO myoblasts. **a** Location of primer sets relative to *Myf5* transcription start site (TSS) for ChIP-qPCR analysis of *Myf5* promoter. **b** Location of primer sets relative to *Pax7* TSS and its downstream region for ChIP-qPCR analysis of *Pax7* promoter. **c** ChIP-qPCR analysis of H3K4me3 enrichment, normalized to total H3, at *Myf5* and *Pax7* loci in control and *Mll1* cKO myoblasts, obtained after 4OHT-treated or EtOH-treated *Rosa*^*CE/+*^*:Mll1*^*fl/fl*^ myoblasts (*n* = 5 independent experiments). *IgH* enhancer region is used as a negative control. Percent change in H3K4me3 enrichment between control and *Mll1* cKO myoblasts is indicated for each region

### Loss of MLL1 strongly impairs myoblast proliferation

Our gene expression analysis revealed that *Mll1* deletion leads to a 40% decrease in *Pax7* mRNA expression. Interestingly, while 90% of the control myoblasts expressed PAX7 by immunostaining, only 30% of *Mll1* cKO myoblasts displayed a detectable signal for PAX7 (Fig. 3a, b; Supplementary Fig. 3a, b). Accordingly, western blot analysis revealed that PAX7 protein level was dramatically decreased in *Mll1* cKO myoblasts as compared with control (Fig. 3c, d). Since loss of the PAX7 transcription factor results in reduced proliferation^9^, we assessed the proliferation of *Mll1* cKO myoblasts. After 6 days of culture, *Mll1* cKO myoblasts underwent a modest 3.5-fold expansion while control myoblasts expanded by 40-fold (Fig. 3e). To further confirm the impairment of proliferation following *Mll1* deletion, myoblasts were immunostained with the cell proliferation marker Ki67 (Fig. 3a). *Mll1* cKO myoblasts showed a twofold decrease in the proportion of Ki67-positive cells compared with the control (Fig. 3f).

**Fig. 3:**
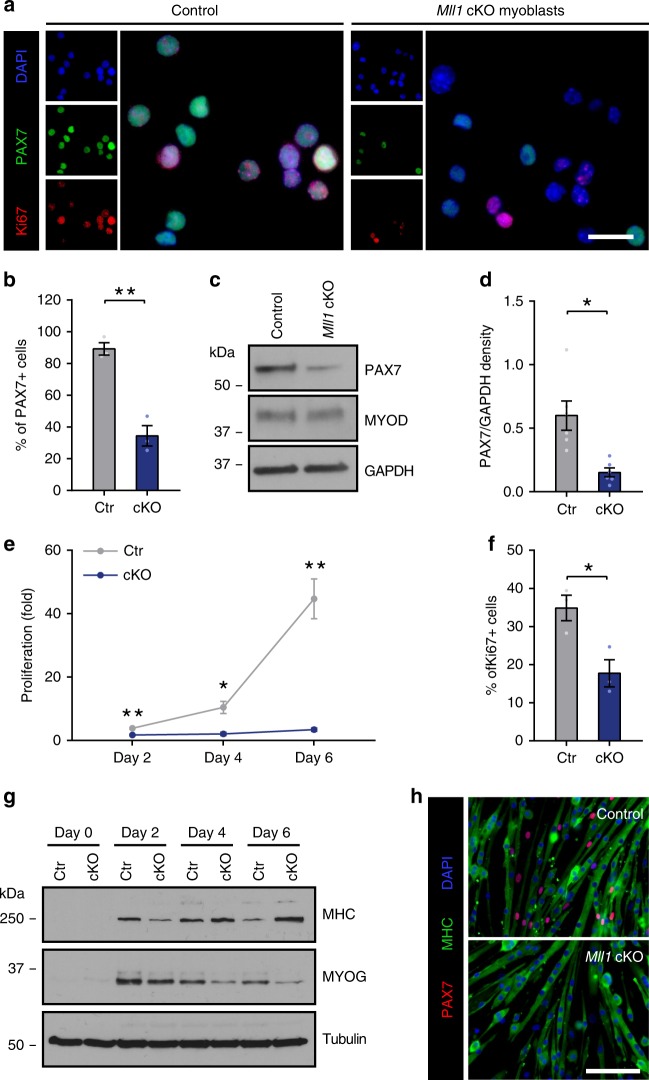
Loss of MLL1 abolishes PAX7 expression and myoblast proliferation, but does not affect myogenic differentiation. **a** Immunostaining of PAX7 (green) and Ki67 (red) in control and *Mll1* cKO primary myoblasts. Nuclei are counterstained with DAPI (blue). Scale bars represent 20 µm. **b** Quantification of PAX7-expressing cells from control and *Mll1* cKO primary myoblasts. Data are presented as the mean ± S.E.M. of three independent experiments. **c** Western blot analysis of PAX7 and MYOD in control and *Mll1* cKO primary myoblasts. GAPDH is used as a loading control. **d** Densitometric analysis of the relative levels of PAX7 normalized to GAPDH signals of six independent experiments. Values are represented as the mean ± S.E.M. **e** Control and *Mll1* cKO primary myoblasts were plated at the same density and grown for 6 days. Every 2 days, cells were numerated to evaluate their proliferation, represented as the mean (*n* = 3 biological replicates) ± S.E.M. **f** Quantification of Ki67-expressing cells from control and *Mll1* cKO primary myoblasts. Data are presented as the mean (*n* = 3 biological replicates) ± S.E.M. **g** Western blot analysis of Myosin Heavy Chains (MHC) and MYOGENIN during differentiation of control and *Mll1* cKO primary myoblasts. TUBULIN is used as a loading control. **h** Immunostaining of MHC (green) and PAX7 (red) in control and *Mll1* cKO primary myoblasts cultured in differentiation medium for 6 days. Nuclei are counterstained with DAPI (blue). Scale bar represents 100 µm

We also evaluated the capacity of *Mll1* cKO myoblasts to differentiate. Either MYF5 or MYOD are capable of activating the myogenic program^24^. 

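Sdc4, which encodes the cell surface proteoglycan SYNDECAN-4 of satellite cells and myoblasts, had a log2 signal of 10.26 in the control array and 10.31 in the Mll1 cKO array, and was 1.04-fold higher. Of 23 measured markers of satellite cells and myoblasts, 1 was over 2-fold higher and 2, Myf5 and Fgfr4, were over 2-fold lower. The higher one was Cd34, a sialomucin of quiescent satellite cells and of other progenitors, at 2.40-fold, with log2 signals of 5.96 and 7.22. Members chosen after their values were seen include Ncam1, a neural cell adhesion molecule, with log2 signals of 11.37 and 11.49, and Itga7, the laminin-binding integrin α7, with 10.06 and 9.66. In all, 10 markers were higher and 13 were lower, and the median log2 difference was -0.05 at percentile 16.4 of the random lists, with a sign that turned under centring of all differences and among members with a mean signal over 6.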

Although *Mll1* deletion resulted in loss of *Myf5* expression, *Mll1* cKO myoblasts still expressed MYOD as well as other myogenic markers such as SYNDECAN-4 (SDC4) (Fig. 3c; Table 1; Supplementary Fig. 3a, b). This result indicates that *Mll1* cKO myoblasts retained myogenic competence. *Mll1* cKO myoblasts plated at high confluency were able to differentiate, expressing both MYOGENIN and myosin heavy chain (MHC) (Fig. 3g; Supplementary Fig. 3c), and to fuse normally into myotubes (Fig. 3h). Nevertheless, after 6 days of differentiation, a pool of PAX7-expressing mononucleated myoblasts, or reserve cells, arose alongside the control myotubes whereas it was absent after *Mll1* deletion (Fig. 3h).

Taken together, this suggests that MLL1 is required to generate the reserve progeny upon differentiation. These results demonstrate that MLL1 is required for PAX7 expression and proliferation of myogenic progenitor cells, but is dispensable for differentiation.

### Exogenous *Pax7* rescues *Myf5* expression in *Mll1* cKO myoblasts

*Mll1* cKO myoblasts display more than 10-fold lower levels of *Myf5* transcript than control myoblasts and scarcely express Pax7 protein (Figs. 1 and 3). The PAX7 transcription factor is known to recruit the Trithorax complex to *Myf5* regulatory sequences through a direct interaction with MLL1/2^13,14^. As PAX7 is required for *Myf5* expression^11,13^, we hypothesized that the decrease of *Myf5* transcription in *Mll1* cKO primary myoblasts is directly attributed to the loss of PAX7 rather than the loss of MLL1. Hence, we asked whether the downregulation of *Myf5* expression in *Mll1* cKO myoblasts could be rescued by PAX7 overexpression solely.

To address this question, we generated stable *Rosa*^*CE/+*^*:Mll1*^*fl/fl*^ cell lines overexpressing either an empty plasmid (CMV-empty) or *Pax7* (CMV-Pax7), and we subsequently treated these lines with either vehicle (control) or 4-hydroxytamoxifen (*Mll1* cKO) (Supplementary Fig. 4a). *Mll1* deletion was confirmed at both RNA and protein levels (Supplementary Fig. 4b–d). As expected, upon 4-hydroxytamoxifen treatment, *Rosa*^*CE/+*^*:Mll1*^*fl/fl*^ cells expressing the empty plasmid exhibited a 40% decrease and a 90% decrease in *Pax7* and *Myf5* transcripts, respectively (Fig. 4b, c). Consistent with our previous finding, PAX7 protein was barely detectable (Fig. 4a; Supplementary Fig. 4c). Compared with the control lines, CMV-Pax7 transduced myoblasts had increased and stable PAX7 expression at both RNA and protein levels independently of *Mll1* deletion (Fig. 4a, b; Supplementary Fig. 4c). *Pax7*-overexpressing myoblasts also exhibited increased *Myf5* expression compared with the myoblasts transduced with the empty vector (Fig. 4c). Importantly, deletion of *Mll1* in *Pax7*-overexpressing myoblasts neither changed *Myf5* expression, nor H3K4me3 enrichment at the *Myf5* locus (Fig. 4c, d), demonstrating that the loss of *Myf5* expression and H3K4me3 at the *Myf5* locus in *Mll1* cKO myoblasts is a consequence of the absence of PAX7. Of note, *Pax7* overexpression in *Mll1* cKO myoblasts did not rescue the expression of the MLL1 target genes *Six2*, *Dlx1*, *Lbx1*, or *Asb4*, as their expression was decreased in *Pax7*-overexpressing cells following *Mll1* deletion (Fig. 4e). However, this phenotype was not observed for the PAX7 target gene *Fgfr4*^11^ (Fig. 4e). This indicates that *Mll1* deletion results in changes in gene expression that can be partially rescued by PAX7, and suggests that other histone methyltransferases can compensate for the absence of MLL1 to activate PAX7 target genes in *Mll1* cKO myoblasts.

**Fig. 4:**
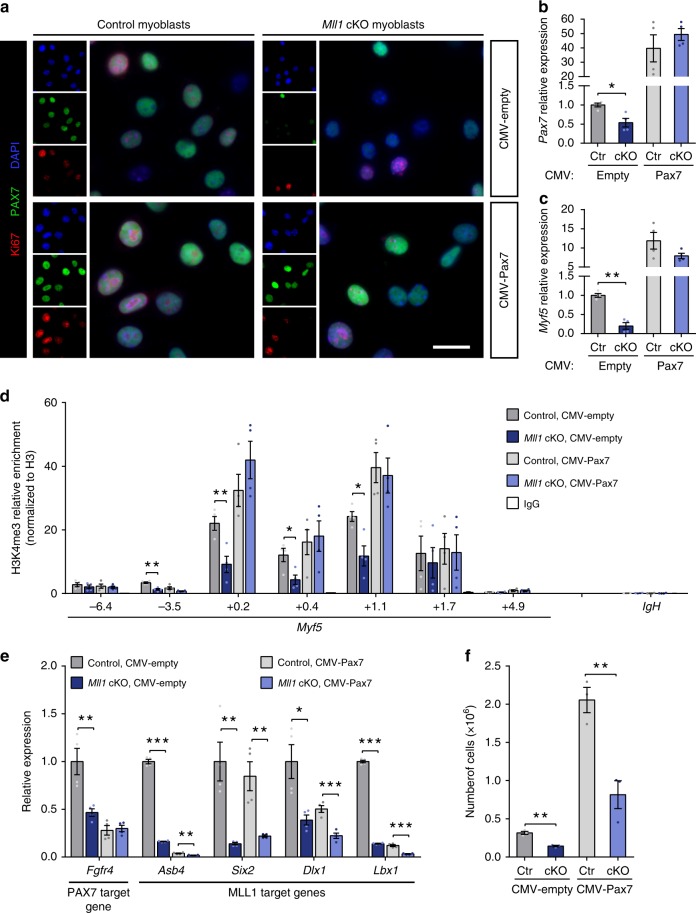
Overexpression of PAX7 restores *Myf5* expression and H3K4me3 marks at *Myf5* locus in *Mll1* cKO myoblasts. **a** Immunostaining of PAX7 (green) and Ki67 (red) in control and *Mll1* cKO primary myoblasts transduced with either an empty plasmid or a CMV-Pax7 plasmid. Nuclei are counterstained with DAPI (blue). Scale bars represent 20 µm. **b**, **c** RT-qPCR analysis of (**b**) *Pax7* and (**c**) *Myf5* mRNA expression performed on control and *Mll1* cKO primary myoblasts transduced with either an empty plasmid or a CMV-Pax7 plasmid, represented as mean ± S.E.M. (*n* = 4 independent experiments). **d** ChIP-qPCR analysis of H3K4me3 enrichment, normalized to H3, at *Myf5* locus in control and *Mll1* cKO primary myoblasts transduced with either an empty plasmid or a CMV-Pax7 plasmid. Values represent mean ± S.E.M. (*n* = 3 independent experiments). *IgH* enhancer region is used as a negative control. **e** Relative expression of PAX7 and MLL1 target genes in control and *Mll1* cKO primary myoblasts transduced with either an empty plasmid or a CMV-Pax7 plasmid, represented as mean ± S.E.M. (*n* = 4 independent experiments). **f** Number of control and *Mll1* cKO primary myoblasts transduced with either an empty plasmid or a CMV-Pax7 plasmid. Cells were plated at the same density and grown for 6 days before enumeration. Values represent mean ± S.E.M. (*n* = 4 independent experiments)

In order to evaluate whether another histone methyltransferase (HMT) can substitute for MLL1 in regulating the expression of PAX7 and its target genes, we transiently transfected primary myoblasts with siRNAs targeting *Mll1* alone or in combination with siRNAs targeting *Mll2*, *Set1a*, and *Set1b*, which are known to mediate H3K4 tri-methylation at gene promoters^15,16^ (Supplementary Fig. 4e, f). As a control, we first tested the capacity of the four individual HMTs to regulate *Pax7* and *Myf5* transcription (Supplementary Fig. 4e). We observed that only *Mll1* knockdown leads to a decrease in both *Pax7* and *Myf5* expression (Supplementary Fig. 4e), recapitulating our first observations (Fig. 1). Interestingly, co-transfection of *Mll1* siRNA with either *Mll2* siRNA or *Set1b* siRNA further decreased *Pax7* and *Myf5* expression, while the combination of *Mll1* and *Set1a* siRNA did not show any effect compared with the treatment with *Mll1* siRNA only (Supplementary Fig. 4f). Thus, these results suggest that in *Mll1* cKO myoblasts, MLL2 and SET1B can compensate and substitute for MLL1 in regulating *Pax7* and *Myf5* RNA levels.

Consistent with the finding that PAX7 regulates myoblast proliferation^9^, *Pax7*-overexpressing myoblasts exhibited increased proliferation compared with the myoblasts transduced with the empty vector (Fig. 4f). However, the proliferation defect observed in *Mll1* cKO myoblasts was only partially rescued by PAX7 overexpression as demonstrated by Ki67 immunostaining and proliferation assay (Fig. 4a, f). Taken together, our data confirm that MLL1 is required for PAX7 expression and myoblast proliferation, and that PAX7 expression is sufficient to restore the transcription of its target genes. In contrast, the proliferation defect in *Mll1* cKO myoblasts is partially rescued by PAX7 suggesting that MLL1 can mediate cell proliferation independently of PAX7.

### *Mll1* deletion in satellite cells impairs muscle regeneration

PAX7 is required for satellite cell function in adult skeletal muscle^5,7,9,10^. Since PAX7 expression is compromised in *Mll1* cKO myoblasts, we investigated the role of MLL1 in satellite cell function in vivo. To this end, we generated *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice allowing for tamoxifen-inducible genetic deletion of *Mll1* in *Pax7*-expressing cells (Supplementary Fig. 5a).

*Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice were intraperitoneally injected with tamoxifen for 4 consecutive days and kept on a tamoxifen diet thereafter (Fig. 5a). Since our in vitro data revealed that MLL1 is required for both PAX7 expression and myoblast proliferation, *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice were maintained on tamoxifen diet throughout the experimental time course to prevent growth of satellite cells escaping from tamoxifen-induced *Mll1* recombination^9^. Non-tamoxifen-treated *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice were used as controls. One week after the first tamoxifen injection, the efficiency of *Mll1* deletion was determined by RT-qPCR on freshly isolated quiescent satellite cells and activated satellite cells sorted 3 days after cardiotoxin (CTX)-induced injury (Supplementary Fig. 5b, d). Although *Mll1* was significantly downregulated in quiescent satellite cells after tamoxifen treatment, we did not observe differences in the expression of *Pax7* and its target genes *Myf5* and *Fgfr4*, while the expression of MLL1 target genes were downregulated (Supplementary Fig. 5b). Moreover, H3K4me3 enrichment was unchanged at both *Pax7* and *Myf5* loci (Supplementary Fig. 5c). Together, these results suggest that MLL1 does not regulate PAX7 expression in quiescent satellite cells.

**Fig. 5:**
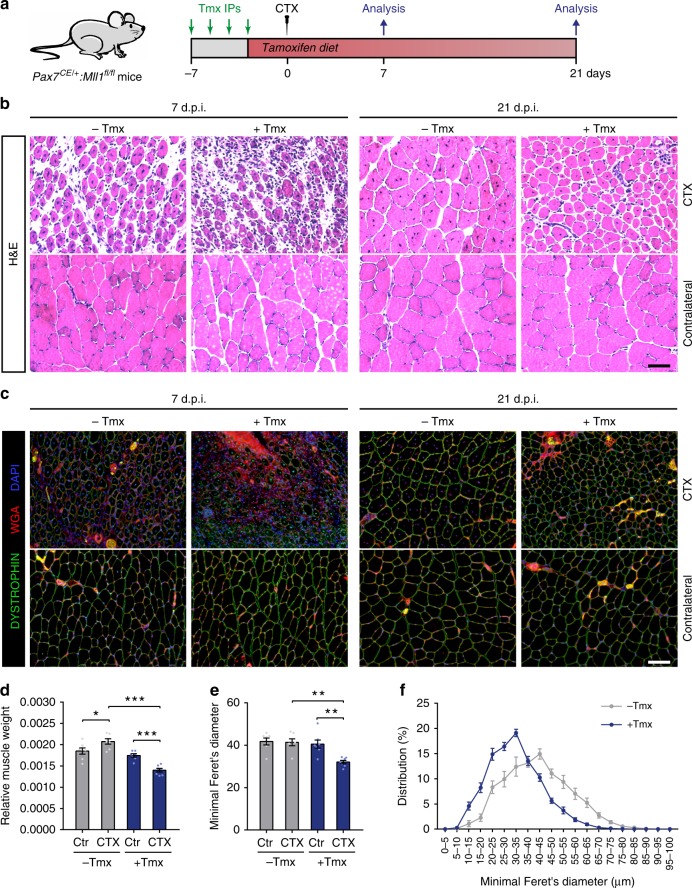
Genetic deletion of *Mll1* in satellite cells strongly impairs muscle regeneration. **a** Experimental schematic outlining the protocol followed to analyzed muscle regeneration of *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^ mice. **b** Hematoxylin and eosin (H&E) staining of cardiotoxin (CTX)-injured and contralateral (ctr) *tibialis anterior* (TA) muscles from *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^ mice, treated or not with tamoxifen at 7 days or 21 days post-injury. Scale bar represents 100 µm. **c** Wheat germ agglutinin (WGA, red) and DYSTROPHIN (green) staining of CTX-injured and contralateral TA muscles from *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^ mice, treated or not with tamoxifen at 7 days or 21 days post-injury. Nuclei are stained with DAPI (blue). Scale bar represents 100 µm. **d** Relative CTX-injured and contralateral (ctr) TA muscle weight normalized to the body weight at 21 days post-injury, represented as means ± S.E.M (*n* = 7 mice per group). **e** Myofiber minimal Feret’s diameter of CTX-injured and contralateral (ctr) TA muscles from *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^ mice treated or not with tamoxifen at 21 days post-injury, represented as mean ± S.E.M (*n* = 7 mice per group). **f** Distribution of minimal Feret’s diameter of CTX-injured TA muscles, as determined in **e**

However, as observed for the *Mll1* cKO primary myoblasts, RT-qPCR revealed that the expression of *Pax7* and its target genes *Myf5* and *Fgfr4* was significantly downregulated in *Mll1*-deficient activated satellite cells (Supplementary Fig. 5d). MLL1 target genes were also downregulated. Consistent with the RT-qPCR data, H3K4me3 enrichment was decreased at both *Pax7* and *Myf5* loci in activated satellite cells (Supplementary Fig. 5e). Together, these data indicate that MLL1 is important in regulating Pax7 expression upon satellite cell activation.

We also addressed whether *Mll1* deletion impairs satellite cell function by studying the capacity of *Mll1* cKO satellite cells to regenerate the muscle after an injury. Muscle regeneration was assessed at 7 days and 21 days following acute injury induced by cardiotoxin (CTX) injection into the *tibialis anterior* (TA) muscle (Fig. 5a). Hematoxylin and eosin (H&E) and wheat germ agglutinin (WGA) staining on muscle cross-sections revealed evident histological differences in tamoxifen-treated *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice associated with increased fibrotic deposits at 7 days post-injury (d.p.i.) and smaller myofibers at 21 d.p.i. (Fig. 5b, c). Tamoxifen-treated *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice exhibited a 30% decrease in injured muscle weight compared with the control mice at 21 d.p.i. (Fig. 5d; Supplementary Fig. 5f). While the total number of myofibers in injured muscles was unchanged (Supplementary Fig. 5g), myofiber minimal Feret’s diameter was significantly decreased in tamoxifen-treated mice at 21 d.p.i. (Fig. 5e, f). No differences were observed in the uninjured contralateral muscles, consistent with the hypothesis that MLL1 does not regulate PAX7 in the quiescent stem cell pool. Taken together, our results indicate that loss of MLL1 in satellite cells strongly impairs muscle regeneration.

### MLL1 is required for satellite cell self-renewal

The impairment in muscle regeneration implies defects in satellite cell function of tamoxifen-treated *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice. Therefore, we analyzed the functional consequences of *Mll1* deletion in satellite cells. At 7 d.p.i., we enumerated the numbers of proliferating and differentiating satellite cells expressing either PAX7 or MYOGENIN (MYOG), respectively (Fig. 6a). Enumeration of PAX7-positive cells revealed a dramatic fourfold decrease in satellite cell numbers (Fig. 6b), consistent with reduced cell proliferation. At 7 d.p.i., tamoxifen-treated *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice also exhibited a twofold decrease in the numbers of MYOGENIN-expressing cells (Fig. 6c). The loss of MYOG-expressing cells could be a consequence of the reduced number of satellite cells. Alternatively, it could suggest a differentiation defect of *Mll1*-deficient satellite cells. At the end of the regeneration process at 21 d.p.i., the number of PAX7-expressing satellite cells was reduced by sixfold in tamoxifen-treated *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice (Fig. 6d, e), suggesting that *Mll1* knockout satellite cells failed to self-renew and *Mll1* deletion led to the loss of the satellite stem cell pool.

**Fig. 6:**
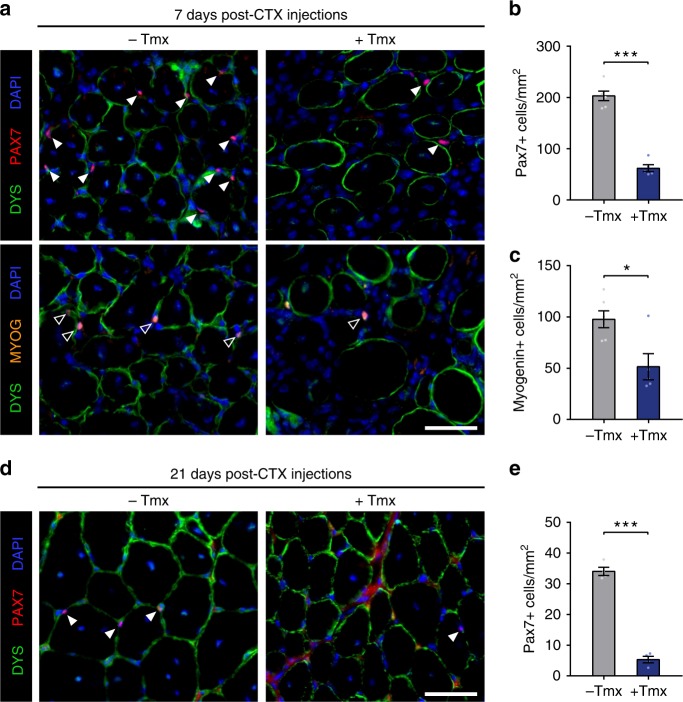
MLL1 is required for satellite cell proliferation and maintenance of the satellite cell pool. **a** Immunostaining with PAX7 (red) and MYOGENIN (orange) showing a markedly reduced numbers of satellite cells (white arrows) and differentiated cells (empty arrows) after satellite cell-specific deletion of *Mll1* induced by tamoxifen treatment. DYSTROPHIN staining (green) delineates the myofibers. Nuclei are counterstained with DAPI (blue). Scale bar represents 50 µm. **b** Quantification of Pax7-expressing cells per mm² from injured TA muscles of untreated (*n* = 6 mice) or tamoxifen-treated (*n* = 5 mice) *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^ mice at 7 days post-injury. **c** Quantification of MYOGENIN-expressing cells per mm² from injured TA muscle sections of untreated (*n* = 6 mice) or tamoxifen-treated (*n* = 5 mice) *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^ mice 7 days post-injury. **d** Immunostaining with PAX7 (red) confirming the decreased number of satellite cells (white arrows) after satellite cell-specific deletion of *Mll1* induced by tamoxifen treatment. DYSTROPHIN staining (green) delineates the myofibers. Nuclei are counterstained with DAPI (blue). Scale bar represents 50 µm. **e** Quantification of Pax7-expressing cells per mm² from injured TA muscle sections of untreated or tamoxifen-treated *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^ mice 21 days post-injury (*n* = 4 mice per group)

To examine the fate of satellite cells in tamoxifen-treated *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice during muscle regeneration, we took advantage of the *Rosa*^*YFP*^ allele to label PAX7-expressing *Mll1*-deficient satellite cells and trace them during muscle regeneration (Supplementary Fig. 5a). One week after the first tamoxifen injection, immunostaining on muscle cross-sections revealed that YFP was expressed specifically in PAX7-expressing satellite cells in tamoxifen-treated *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice (Fig. 7a; Supplementary Fig. 6a). No YFP expression was detected in non-tamoxifen-treated mice. At 7 d.p.i., YFP-positive cells adjacent to the regenerating myofibers were detected, all of them expressing either PAX7 or MYOG (Fig. 7b). Interestingly, YFP was also expressed in the majority of regenerating myofibers marked by the expression of the embryonic MHC (eMHC) (Fig. 7b; Supplementary Fig. 6b), suggesting that YFP-positive satellite cells were able to differentiate. At 21 d.p.i., the regenerated myofibers were all labeled by YFP, while only very rare YFP-positive PAX7-positive satellite cells were observed (Fig. 7c; Supplementary Fig. 6c). No interstitial YFP-positive cells were found. These observations demonstrate that *Mll1*-deficient satellite cells successfully differentiated and fused into new myofibers while they were not able to self-renew. Interestingly, the number of PAX7-positive satellite cells co-expressing YFP in the contralateral (uninjured) muscle was unchanged from day 0 to day 21 post-injury (Supplementary Fig. 6) confirming that *Mll1* deficiency had no effect on PAX7 expression in the quiescent satellite cell pool.

**Fig. 7:**
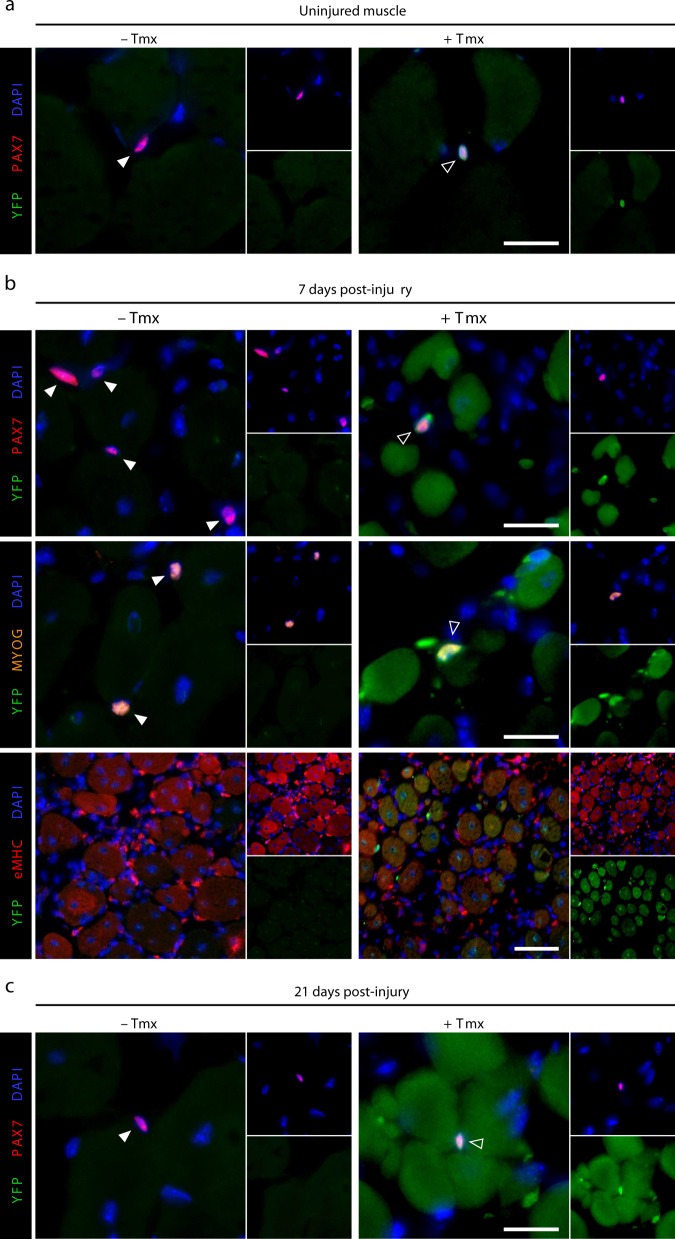
*Mll1*-deficient satellite cells retain their capacity to differentiate during muscle regeneration. **a** Immunostaining of PAX7 (red) showing satellite cells co-expressing YFP (green) upon 7-day tamoxifen treatment (+Tmx) in uninjured TA muscles from *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice. Untreated mice (− Tmx) do not exhibit any YFP staining. Nuclei are stained with DAPI (blue). Scale bar represents 20 µm. **b** Top and mid panel: satellite cells expressing either PAX7 (red) or MYOGENIN (orange), co-stained with YFP (green), of CTX-injured TA muscles from *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice treated or not with tamoxifen at 7 days post-injury. Nuclei are counterstained with DAPI (blue). Scale bar represents 20 µm. Lower panel: immunostaining of embryonic MHC (eMHC, red) for regenerating myofibers and YFP (green) at 7 days post-injury. Scale bar represents 50 µm. **c** PAX7 (red) and YFP (green) immunostaining of CTX-injured TA muscles from *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice treated or not with tamoxifen at 21 days post-injury. DAPI stained the nuclei (blue). Scale bar represents 20 µm. Throughout, white arrows and empty arrows indicate wild-type and *Mll1* knockout satellite cells, respectively

To further confirm the loss of the satellite stem cell pool after regeneration, *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice were subjected to a second CTX injury (Supplementary Fig. 7a). Twenty one days after the second injury, tamoxifen-treated *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice exhibited a dramatic 70% decrease in the relative muscle weight compared with the controls (Supplementary Fig. 7b, c). The regeneration deficit was even more pronounced as evidenced by extensive fibrosis and absence of newly regenerated myofibers (Supplementary Fig. 7d–f). Finally, no PAX7-expressing cells were found in double injured muscles while satellite cells remained present in the contralateral muscle and in animals not treated with tamoxifen (Supplementary Fig. 7g). Therefore, these data clearly demonstrate that *Mll1* deletion leads to the loss of the satellite stem cell pool after regeneration.

Based on all our results, we conclude that MLL1 does not affect the quiescent stem cell pool in resting muscle. However, MLL1 is absolutely required for satellite cell proliferation and self-renewal during skeletal muscle regeneration, while it does not interfere with their capacity to differentiate.

## Discussion

Satellite cell function relies on the transcription factor PAX7, as it regulates a large number of target genes involved in myogenic identity, growth, and proliferation^5,9,11^. In this study, we show that MLL1, but not MLL2, is absolutely required for PAX7 expression in activated satellite cells and myoblasts, but not in quiescent satellite cells. PAX7 is capable of interacting with either MLL1 or MLL2^13,14^. However, only *Mll1* deletion leads to a complete loss of *Myf5* mRNA, while *Mll2* cKO myoblasts maintain *Myf5* transcription. These results indicate that in primary myoblasts, MLL2 is dispensable for *Myf5* expression. Accordingly, accumulating evidence shows that the activities of MLL1 and MLL2 are restricted to selective sets of target genes in very specific cell types during development^25–27^. Thus, MLL2 could be considered having a role in *Myf5* transcription through its interaction with PAX7 earlier during muscle development or on a distinct subset of target genes.

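Among 37 measured Hox genes, which set positional identity along the body axis, none differed by more than 2-fold between the control and Mll1 cKO arrays. Hoxa11 was 1.38-fold lower and Hoxc8 was 1.36-fold lower, whereas Hoxa7 and Hoxc9 were 1.18-fold and 1.19-fold higher. The largest difference in the list was that of Hoxd12, at 1.42-fold lower with a weak log2 signal of 4.74 in the control array and 4.23 in the Mll1 cKO array. In all, 12 Hox genes were higher and 25 were lower, with a median log2 difference of -0.12 at percentile 43.7 of the random lists. Of 151 other homeobox genes, 1 was over 2-fold higher and 3, namely Six2, Dlx1 and Lbx1, were over 2-fold lower. The higher one was Msx2, a homeobox gene of limb and skull development, at 2.03-fold with log2 signals of 5.84 and 6.86, and it no longer passed after quantile normalization. Without regard to size, 115 genes of this list were lower and 32 were higher, with a median log2 difference of -0.26, at percentile 0. Among the 51 members with a mean signal over 6 the median was -0.13, at percentile 0.02. Most members were dimmer, with a median mean signal of 5.49 for the list, and those with the strongest signals differed both ways. Tgif1 and Dlx2 had log2 differences of 0.25 and 0.34, and Prrx1 and Pax7 of -0.53 and -0.27. The median of the list therefore does not show a decrease of homeobox genes with strong signals. The 10 MLL1 target genes of Table 1, most of them Hox genes, had 6 higher and 4 lower members, none over 2-fold, with a median of 0.09 at percentile 61.6, which turned negative when the arrays were quantile normalized again. Dlx2, which lies beside Dlx1, was 1.27-fold higher.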

Aside from *Myf5* downregulation, our microarray analysis performed on control and *Mll1* cKO myoblasts revealed remarkably little change in gene expression, even amongst *Hox* and *homeobox* genes which have been previously determined to be MLL1 targets^20–22,28–31^. Cultured myoblasts are committed and have limited cell-type plasticity under standard growth conditions^2^. Thus, *Mll1* deletion would not result in a change in cell identity, explaining why we do not observe major modifications in *Hox* and *homeobox* gene expression. Nevertheless, we determined that 43% of the downregulated genes in *Mll1* cKO myoblasts were direct MLL1 target genes^20^. In contrast, upregulation of gene expression results mostly from an indirect effect of the loss of MLL1, since only 23% (64 of 281) of the upregulated genes were bound by MLL1 in myoblasts^20^. Gene ontology analysis on the upregulated genes revealed biological process (BP) terms associated with negative regulation of biological and cellular processes such as cell proliferation or migration, as expected (Supplementary Data 2). It also highlighted cellular component (CC) terms associated to the myofibril, contractile fiber, and sarcomere, further confirming that *Mll1* cKO cells retain myogenic identity. 

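The upregulated genes that Supplementary Data 2 lists under such terms include regulators of growth factor and Notch signalling. Tgfb1, which encodes the cytokine TGFβ1, had a log2 signal of 8.33 in the control array and 9.77 in the Mll1 cKO array and was 2.70-fold higher. Grem1, a secreted antagonist of bone morphogenetic proteins, was 3.44-fold higher. Igfbp5 and Igfbp3, which bind insulin-like growth factors, were 2.31-fold and 2.10-fold higher, and Jag1, a ligand of Notch receptors, was 2.38-fold higher. The supplement lists 14 genes under negative regulation of cell migration and 17 under negative regulation of locomotion, and each of them was over 2-fold higher here. Under cell population proliferation it lists 50 genes, of which 46 could be named here, and all 46 were over 2-fold higher. These genes were taken by the study from the same arrays for being higher, so the counts are not independent evidence of a direction.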

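Genes of the contractile apparatus were higher as a group in the Mll1 cKO array, by less than 2-fold for most. Of 58 measured sarcomere genes, 8 were over 2-fold higher and none was over 2-fold lower, and in all 43 were higher and 13 were lower. Smpx, a small protein of striated muscle, was 3.10-fold higher, and Myl1 and Tnni1, which encode a myosin light chain and the slow troponin I, were 2.34-fold and 2.33-fold higher. Mybph and Klhl41 were 2.26-fold and 2.25-fold higher, and the Z-disc genes Myot and Actn2 were 2.08-fold and 2.07-fold higher, although Actn2 no longer passed with the trend on signal removed or after quantile normalization. The median log2 difference of the list was 0.44, at percentile 100 of the random lists. Of 29 genes of excitation-contraction coupling and calcium handling, 2 were over 2-fold higher, 20 were higher and 9 were lower, with a median of 0.25 at percentile 99.97. Both that passed are calsequestrins, the calcium stores of the sarcoplasmic reticulum, with Casq2 at 2.28-fold and Casq1 at 2.19-fold. Trdn fell just short, at 1.98-fold higher by the mean of its 19 probe sets, although some of these were over 2-fold higher. The 13 genes that Supplementary Data 2 lists under the term sarcomere, which the study took from the same arrays, were each over 2-fold higher here.

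**Figure D1:**
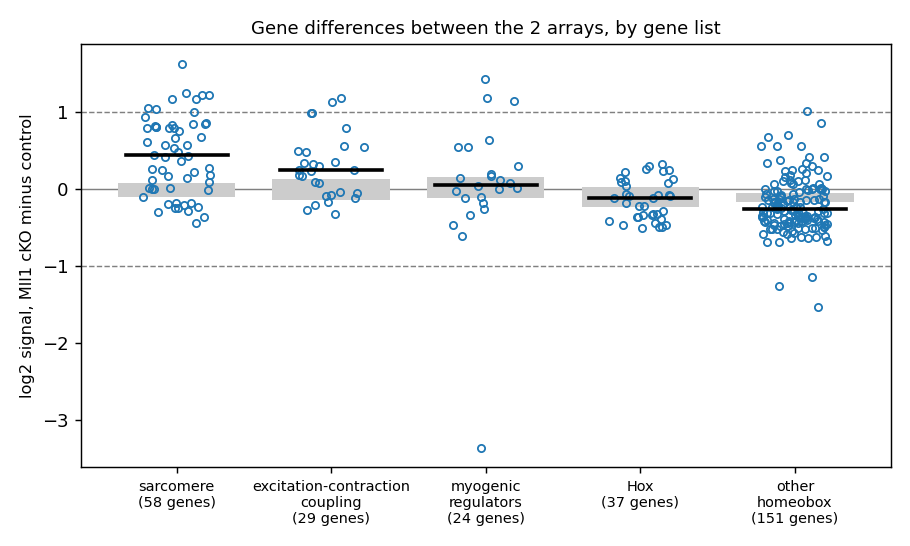
Log2 difference between the Mll1 cKO array and the control array (vertical axis) for the genes of 5 lists (horizontal axis, with the number of measured genes). Each circle is a gene, the black line is the median of the list, the grey band is the central 95% range of the medians of random lists matched on mean signal, and the dashed lines mark a 2-fold difference. The medians of the sarcomere list, 0.44, and of the excitation-contraction coupling list, 0.25, lie above their bands, the median of the other homeobox genes lies below its band, and those of the myogenic regulators and the Hox genes lie within theirs.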

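Of the transcription factor genes Pax7, Myf5, Lbx1, Six2 and Dlx1, all 5 were lower in the Mll1 cKO array and 4 were over 2-fold lower, Pax7 being the exception. Six2, a homeobox gene of the sine oculis family, had a log2 signal of 9.20 in the control array and 7.67 in the Mll1 cKO array and was 2.89-fold lower. Dlx1, a distal-less homeobox gene, was 2.40-fold lower, with log2 signals of 9.00 and 7.74. Lbx1, a homeobox gene of migrating muscle precursors, was 2.22-fold lower, with log2 signals of 7.97 and 6.82. The median log2 difference of the 5 genes was -1.26, at percentile 0 of the random lists, and the study chose them on these arrays. Of the probe sets that passed a 2-fold difference, 92.0% were higher, and the share was 92.4% among the control probe sets that passed it.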

Our results indicate that in primary myoblasts, the absence of MLL1 leads to the downregulation of a very small subset of genes including five transcription factors (*Pax7*, *Myf5*, *Lbx1*, *Six2*, and *Dlx1*), which in turn leads to an overall indirect increase in gene expression.

Overexpression of PAX7 rescues *Myf5* transcripts levels in the absence of MLL1, supporting the idea that *Myf5* expression is dependent on PAX7^11,13^. Moreover, PAX7 overexpression re-establishes the H3K4me3 marks on *Myf5* regulatory sequences in the absence of MLL1, suggesting that some other histone methyltransferases can substitute for MLL1 in activating the *Myf5* locus. Indeed, our results suggest that MLL2 and SET1B can compensate for the absence of MLL1 in regulating *Myf5* expression. Several studies have highlighted the robust activity of SET1A/B methyltransferase containing complexes, which write the majority of H3K4me3 marks relative to the MLL1–4 containing complexes^32–34^. Therefore, SET1B may be recruited to the *Myf5* promoter to activate transcription in the absence of MLL1.

The mechanism by which MLL1 is recruited to the *Pax7* promoter is still unknown. Chromatin immunoprecipitation experiments showed MLL1 binding to five genomic loci of the *Pax7* gene (−0.2 kb, +0.6 kb, +1.1 kb, +11.5 kb, +11.7 kb). In silico analysis revealed putative binding sites for several transcription factors that are expressed in satellite cells and bind at least two different *Pax7* loci, including KLF5, EWSR1, SP2, SP3, and ZFP263. Of note, an interaction between EWSR1 and MLL1 has been reported using BioID^35^, and different oncogenic fusion proteins involving EWSR1 can drive *Pax7* expression in Ewing sarcomas^36^. Whether EWSR1 or other transcription factors are responsible for MLL1 recruitment to the *Pax7* promoter remains to be determined. Although MLL1 binds *Pax7* regulatory sequences, *Mll1* deletion in primary myoblasts only results in a modest decrease of H3K4me3 at the *Pax7* locus, in agreement with previous findings stating that loss of MLL1 does not always trigger H3K4me3 changes at its target genes^25,28,37^. In *Mll1* cKO myoblasts, *Pax7* mRNA levels are decreased by 40% compared with control, while PAX7 protein is barely detectable. Taken together, these results suggest the intriguing possibility that MLL1 contributes to PAX7 regulation through other mechanisms than its histone methyltransferase function. This hypothesis is further supported by several studies suggesting that the role of MLL1 is partly independent of its H3K4 methyltransferase activity^25,37,38^. Further studies will be required to clarify the non-HMT roles of MLL1 in muscle stem cells.

In accordance with the absolute requirement for PAX7-expressing satellite cells in skeletal muscle regeneration^5,9,39,40^, satellite cell-specific deletion of *Mll1* dramatically impaired muscle regeneration in vivo. To date, MLL1 is the first known regulator of *Pax7* to display such a drastic phenotype that results in the failure in muscle regeneration and the exhaustion of the satellite stem cell pool, phenocopying the *Pax7*-conditional knockout mice^9^. This appears to be largely due to a defect in satellite cell proliferation and self-renewal. Indeed, during skeletal muscle regeneration, *Mll1*-deficient satellite cells fail to proliferate, but do ultimately differentiate and fuse into regenerating myofibers. At 21 days post-injury, only very rare PAX7-expressing cells were observed, which correlates with a loss of the satellite stem cell pool. This was further supported by our results following a second muscle injury that ultimately results in a profound regeneration deficit as observed in different mouse models following genetic ablation of adult muscle stem cells^39,40^. However, all regenerating myofibers were YFP-positive, confirming that satellite cells have differentiated at the expense of self-renewal. Together, these results confirm that MLL1 plays essential roles in the proliferation and self-renewal of satellite cells.

Our data further support prior findings that MLL1 is a necessary factor for stem cell maintenance and function, and may suggest that MLL1 has important roles for other stem cell types. Previous findings show that the adult steady-state hematopoiesis relies on MLL1 activity, allowing for the maintenance of the hematopoietic stem cell (HSC) pool and promoting the proliferation of progenitors through expression of homeodomain and other transcription factors^30,41^. In the absence of *Mll1*, HSCs exit from quiescence to precociously enter cell cycle without an increase in their number, suggesting that HSC division is accompanied by differentiation and not self-renewal^30,41^. Additionally, MLL1 is critical for neural development and for post-natal differentiation of neurogenic stem cells^42,43^. However, in contrast to HSCs and muscle stem cells, *Mll1*-deficient neural stem cells are able to proliferate, but fail to activate *Dlx2* to initiate the neuronal program^28^.

Together, our data adds to and reinforces the understanding that MLL1 performs essential functions to regulate stem cell biology. Our work adds myogenesis to the list of stem cell dependent processes which require MLL1. Furthermore, we deciphered a new mechanism of satellite cell regulation that acts upstream of Pax7, and perturbation of this regulatory pathway leads to a profound deficit in satellite cell function. This work adds to our understanding of PAX7 transcription and the regulation of myogenesis upstream of PAX7 and may provide insight for future therapies targeting myogenic deficiencies or malignancies.

## Methods

### Mice and animal care

*Mll1*^*fl/fl*^ mice^30^ and *Mll2*^*fl/fl*^ mice^44^ were crossed with *Rosa*^*CE/+*^ mice^45^ to obtain the *Rosa*^*CE/+*^*:Mll1*^*fl/fl*^, *Rosa*^*CE/+*^*:Mll2*^*fl/fl*^, and *Rosa*^*CE/+*^*:Mll1*^*fl/fl*^:*Mll2*^*fl/fl*^ mice used for the in vitro experiments. Tamoxifen-inducible *Pax7*^*CE/+*^*:Mll1*^*fl/fl*^*:Rosa*^*YFP*^ mice were generated by crossing *Pax7*^*CE/+*^ mice^46^ with *Gt(ROSA)26Sor*^*tm3(CAG-EYFP)*^ (referred as *Rosa*^*YFP*^ in the text) mice (Jackson Laboratory) and *Mll1*^*fl/fl*^ mice. Mice were injected intraperitoneally with 100 µL of a 20 mg.mL^−1^ tamoxifen solution dissolved in corn oil (Tmx, Sigma T5648) for 4 consecutive days, and maintained on tamoxifen diet (500 mg Tmx per kg diet, Teklad, Envigo). All the mice used in this study were males and females, from 6- to 16-week old, with mixed genetic background (129SV and C57BL/6). Housing, husbandry and all experimental protocols for mice used in this study were performed in accordance with the guidelines established by the University of Ottawa Animal Care Committee, which is based on the guidelines of the Canadian Council on Animal Care (CCAC). Protocols were approved by Animal Research Ethics Board (AREB) at the University of Ottawa.

### Muscle regeneration and histology

Muscle injury was induced by injection of 50 μl of 10 µM cardiotoxin (CTX) from *Naja mossambica mossambica* (Latoxan, L8102) into the *tibialis anterior* (TA) muscle of isofluorane-anesthetized animals. For the double injury protocol, CTX was reinjected 21 days after the first injury. Seven, 21, and 42 days after CTX injections, mice were euthanized and TA muscles were harvested, weighed and embedded in OCT cooled with liquid nitrogen. For GFP visualization, mice were euthanized with a sodium pentobarbital solution (Euthanyl) and perfused with PBS before fixation with 4% paraformaldehyde (PFA) solution in PBS. Muscles were excised, further fixed into 0.1% PFA solution in PBS for 16 h, then transferred into ascending sucrose gradients (15%, 30% in PBS), and finally embedded and frozen in OCT. Embedded muscles were cryosectioned with 10 µm thickness.

For fiber counting and minimal Feret’s diameter analysis, cryosections were washed with PBS, blocked in 5% goat serum, 2% BSA in PBS, stained with Wheat Germ Agglutinin Alexa647 conjugate for 1 h at room temperature and nuclei were counterstained with Hoechst (1:1000 in PBS). Images were taken on a Zeiss Axio Observer.D1 inverted microscope equipped with an EC Plan-Neofluar 10 × /0.3 Ph1 M27 objective, and stitched together using Fiji software (http://fiji.sc/Fiji)^47^. Stitched pictures were analyzed using the SMASH software in MATLAB 2015a^48^. Total number of myofibers in each tissue was verified manually and more than 95% of myofibers were quantified across each muscle section.

### Fluorescence-activated cell sorting

Satellite cells were prospectively isolated by flow cytometry using Alexa647-conjugated anti-α7-Integrin, biotin-conjugated anti-CD34 (streptavidin PE-Cy7 conjugate), and PE-conjugated anti-CD31, anti-CD45, anti-SCA1, and anti-CD11b antibodies^49^. Quiescent satellite cells were obtained from uninjured hind limb muscles while activated satellite cells were obtained from CTX-injured *tibialis anterior* and *gastrocnemius* muscles 3 days after the induced injury. The list of antibodies is provided in Supplementary Table 3. In brief, dissected muscles were minced in collagenase/dispase solution followed by dissociation using the gentleMACS Octo Dissociator with Heaters (Miltenyi Biotec). Cells were then filtered through a 70 µm nylon mesh and collected by centrifugation. Cell pellets were resuspended in FACS buffer (10% FBS, 5 mM EDTA in PBS) and incubated with the antibodies listed above. Unbound antibodies were washed with FACS buffer and cells were pelleted prior to resuspension in FACS buffer and a final filtration through a 30 µm filter. Satellite cells were sorted based on forward scatter and side scatter profiles, followed by negative lineage selection in PE (CD11b−, SCA1−, CD45−, CD31−) and positive selection in Alexa647 (α7-Integrin+) and PE-Cy7 (CD34+). Flow cytometry was performed using a MoFlo XDP (Beckman Coulter). The sequential gating strategy is described in Supplementary Fig. 9.

### Primary myoblast isolation and culture

Primary myoblasts were derived from hind limb muscles of 5–6-week-old mice by magnetic cell separation (MACS)^50^. In brief, muscle dissociation and cell filtration was performed as described above for FACS. Cell pellets were resuspended in FACS buffer and incubated with biotin-conjugated lineage antibodies (CD11b−, SCA1−, CD45−, CD31−), followed by incubation with streptavidin microbeads for negative lineage selection. Cell suspensions were loaded onto a LD column (Miltenyi Biotec) in a magnetic field of a VarioMACS separator (Miltenyi Biotec) and rinsed with FACS buffer. Column flow-through was collected and then stained with biotin-conjugated anti-α7-Integrin antibody, followed by incubation with streptavidin microbeads, to purify the satellite cell-derived myoblasts. Cells were loaded onto a MS column (Miltenyi Biotec) and washed three times with FACS buffer. Flow-through containing unlabeled cells was discarded, and the column was flushed to collect positively labeled satellite cell-derived myoblasts. Myoblasts were cultured on collagen-coated dishes in Ham’s F10 medium (Wisent, 318-051-CL) supplemented with 20% FBS, 1% penicillin/streptomycin, and 5 ng.mL^−1^ of basic FGF (Millipore, GF003AFMG).

For in vitro knockout experiments, myoblasts were treated with 500 nM (Z)−4-Hydroxytamoxifen (4OHT, resuspended in ethanol (Sigma, H7904-5MG)), for 7 days followed by 2 days of culture in the absence of 4OHT prior to collection of cells for analysis. Differentiation was triggered in Ham’s F10:DMEM 1:1 (Wisent, 319-016-CL) supplemented with 5% horse serum, and 1% penicillin/streptomycin.

### Primary myoblast transfection

To obtain the *Pax7*-overexpressing primary myoblasts, *Pax7* cDNA was cloned into the pHAN backbone (with puromycin resistance driven from a distinct SV40 promoter)^13^. Control virus expressed puromycin resistance alone. Retrovirus was produced by transfection of Phoenix-ECO cells (ATCC CRL-3214) with Lipofectamine 2000 (ThermoFisher 11668019) according to manufacturer’s instructions. After 48 h, 1 ml of viral supernatant was used to infect primary myoblasts. After 48 h, infected myoblasts were selected with 3 µg.mL^−1^ of puromycin for 5 days and maintained on 0.5 µg.mL^−1^ of puromycin.

For transient knockdown experiments, primary myoblasts were transfected twice with a 24-h interval, with 5 nM of a scrambled universal negative control siRNA or with 5 nM of siRNA targeting *Mll1*, *Mll2*, *Set1a*, or *Set1b* (Tri*FECT*a^TM^ Dicer-Substrate RNAi kit, IDT), using Lipofectamine RNAiMax (Invitrogen). Transfected myoblasts were collected 24 h after the second transfection for RNA extraction.

### RT-qPCR and gene expression analysis

For primary myoblasts, RNA was extracted using the Nucleospin RNA II kit (Macherey-Nagel), according to the manufacturer’s instructions. For satellite cells, RNA was isolated using Arcturus Picopure RNA extraction kit (Thermo Fisher Scientific). cDNA was synthesized using SuperScript III First-Strand Synthesis System (Invitrogen) by following the manufacturer’s protocol. Real-time quantitative PCR reactions were performed using iQ SYBR Green Supermix (Bio-Rad) and the CFX96 Real-Time PCR Detection System (Bio-Rad). A list of the primers used can be found in Supplementary Table 1.

For microarray analysis, RNA was purified as described above. Samples were hybridized to Affymetrix MoGene 1.0 ST chipsets (Affymetrix). Raw data were RMA normalized using the Bioconductor R package. The RMA normalized data was log2 transformed to determine fold change in gene expression. The following criteria were used to derive Table 1: for downregulated genes, we chose genes exhibiting a log-fold change of greater than one (that is, twofold cut-off) and Affymetrix signal >7 for the higher signal; for upregulated genes, 10 most highly upregulated genes with Affymetrix signal >8 for the higher signal were selected; for myogenic genes, we selected genes with known roles in myogenesis with emphasis on homeodomain containing transcription factors, and not listed in other sections of table; for MLL1 target genes, *Hox* genes and few genes previously purported to be regulated by MLL1 were selected with Affymetrix signal >7. 

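Besides the 10 downregulated genes of Table 1, the criteria for such genes were met by 7 other named probe sets, of which 5 are small nucleolar or Cajal body RNAs. Of these, Scarna13, a Cajal body RNA, was 2.64-fold lower and Snord104, a small nucleolar RNA, was 2.62-fold lower. Cdkn2c, which encodes the cyclin-dependent kinase inhibitor p18, had a log2 signal of 8.03 in the control array and 7.02 in the Mll1 cKO array and was 2.01-fold lower. H2bc3, a histone H2B gene, was 2.00-fold lower, with log2 signals of 10.6 and 9.61, and neither gene passed after centring of all differences. In all, 23 probe sets met these criteria, and the 17 with 1 gene symbol include 12 of protein coding genes. For upregulated genes, 107 probe sets were over 2-fold higher with a signal over 8 in the higher array. Ordered by their difference, Slc40a1, Timp3, Dlk1, Sfrp2, Cd24a, Nnat and 1700007K13Rik were among the first 10 of these, along with 3 probe sets that have no gene symbol here. The probe set of 1700007K13Rik has the signals that Table 1 prints for RbEST47.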

All Affymetrix probe set values are provided in Supplementary Data file 1. Microarray data are available from the Gene Expression Omnibus, National Center for Biotechnology Information (https://www.ncbi.nlm.nih.gov/geo/) under series GSE108339. Gene ontology analysis were performed using g:profiler (https://biit.cs.ut.ee/gprofiler/gost), and FIMO was employed to scan the Jaspar database for transcription factor binding sites within the *Pax7* locus.

### Protein extraction and western blotting

Primary myoblasts were lysed into RIPA buffer in the presence of EDTA-free Protease Inhibitor Cocktail (Roche). Histones were extracted from 2 × 10^6^ primary myoblasts using the Histone Extraction Kit (ab113476, Abcam), according to the manufacturer’s instructions. Equal amounts of proteins or histone extracts were resolved on SDS-PAGE and transferred onto PVDF membranes. Membranes were blocked using 5% non-fat dry milk in TBS-Tween 0.1% for 1 h at room temperature followed by incubation with primary antibodies overnight at 4 °C. After four washes in TBS-Tween 0.1%, membranes were incubated 1 h with HRP-conjugated secondary antibodies. After four more washes, immunoblots were developed by enhanced chemiluminescence. A list of primary antibodies is available in Supplementary Table 3. Full scans of the immunoblots are available in Supplementary Fig. 8.

### Immunofluorescence

Primary myoblasts and muscle cross-sections were fixed 5 min in 4% PFA solution in PBS, permeabilized in 0.1 M Glycine, 0.1% Triton X-100 in PBS for 10 min and blocked in either 5% horse serum, 2% BSA in PBS, or in 5% goat serum, 2% BSA, MOM blocking reagent 1:40, in PBS for 1 h at room temperature. Primary antibodies were incubated overnight at 4 °C. After three washes in PBS, secondary antibodies were incubated in blocking buffer for 1 h at room temperature. Finally, muscle cross-sections were washed three times in PBS, nuclei were counterstained with DAPI (1:1000 in PBS), and slides were mounted with Permafluor. A list of primary and secondary antibodies is available in Supplementary Table 3. Images of immunostaining were taken on a Zeiss Axio Observer.D1 inverted microscope equipped with either a Plan-Apochromat 20×/0.8 M27 objective or a Plan-Apochromat 63×/1.4.Oil DIC M27 objective. Images were processed and analyzed with Zen and FIJI software.

### Chromatin immunoprecipitation

Primary myoblasts were cross-linked with 1% formaldehyde for 10 min at room temperature. Glycine was added to the fixing solution and incubated for 5 min. Cells were lysed in lysis buffer (50 mM Tris-HCl pH 8.0, 10 mM EDTA, 0.5% SDS) and chromatin was sheared using a Covaris sonicator. The sheared DNA was centrifuged at 13,000 × *g* for 5 min, and the remaining chromatin was diluted with an equal volume of dilution buffer (20 mM Tris-HCl pH 8.0, 1.2 mM EDTA, 1.1% Triton X-100, 200 mM NaCl). Chromatin was quantified using Bradford, and 500 µg of chromatin was used per chromatin immunoprecipitation (ChIP). Chromatin was pre-cleared for 30 min using protein A/G magnetic beads (30 µL per ChIP; Invitrogen). Antibodies (available in Supplementary Table 3) were added to the chromatin and incubated overnight with rotation at 4 °C. For transcription factor ChIP, 2 µg of anti-MLL1 N-terminal antibody or normal mouse IgG were used, and 2 µg of rabbit anti-mouse antibody was added to the reaction to amplify the signal. For histone modification ChIP, 5 µg of anti-Histone H3, anti-Histone H3K4me3 antibodies or normal rabbit IgG were used. The following day, protein A/G magnetic beads (30 µL per ChIP) were added to the lysate and incubated for 3 h with rotation at 4 °C. Beads were then washed three times with wash buffer (20 mM Tris-HCl pH 8.0, 150 mM NaCl, 2 mM EDTA, 0.1% SDS, 1% Triton X-100) for 5 min and two times with TE buffer for 5 min. DNA was eluted twice with freshly made elution buffer (0.1 M NaHCO_3_, 1% SDS) for 30 min. Eluates were pooled, and proteinase K was added to the chromatin and incubated overnight at 65 °C. DNA was purified by phenol/chloroform extraction.

For ChIP in satellite cells, prospectively isolated satellite cells (CD31−, Cd11b−, SCA1−, CD45−, α7-Integrin+) were cross-linked and sonicated as described above. In total, 10^5^ cells were used per ChIP, and 5% input was kept. Primary antibodies (2 µg of anti-H3K4me3 or rabbit IgG per ChIP) were pre-incubated with magnetic A/G beads (15 µL per ChIP) for 3 h with rotation at 4 °C. The antibody/bead complexes were incubated with chromatin for 2 h with rotation at 4 °C. Beads were washed as described above. Elution, reverse cross-link and proteinase K digestion were performed in a single step for 2 h at 65 °C, using Micro-ChIP Elution buffer (20 mM Tris-HCl pH7.5, 50 mM NaCl, 5 mM EDTA, 1% SDS, 50 µg.mL^−1^ proteinase K). DNA was purified using the Nucleospin Gel and PCR Cleanup with NTB buffer (Macherey-Nagel).

DNA enrichment was quantified by qPCR using the primers in Supplementary Table 2.

### Statistical analysis

Statistical evaluation was performed using the Student’s *t*-test tests to calculate differences between two groups and either one-way or two-way ANOVA with post hoc test for multiple comparisons (Graphpad Prism®). Data are presented as mean ± S.E.M. and *p*-value < 0.05 was considered as statistically significant. Throughout the paper, level of significance is indicated as follows: *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Reporting Summary

Source Data

## Data Availability

Microarray data have been deposited in the Gene Expression Omnibus under the accession code GSE108339. The raw images for the immunoblots are provided in Supplementary Fig. 8. The source data underlying Figs. 1a-c, e, 2c, 3b, d-g, 4b-f, 5d-f, 6b-c, e, and Supplementary Figs. 2a, c, 3c, 4b, e-f, 5b-e, g, 7c, are provided in the Source Data file. All other data supporting the findings of this study are available from the corresponding author on reasonable request. A reporting summary for this Article is available as a Supplementary Information file.

# Supplementary material for: MLL1 is required for PAX7 expression and satellite cell self-renewal in mice
**Source:** Nat Commun. 2019 Sep 18;10:4256. doi: 10.1038/s41467-019-12086-9
**Supplement:** Supplementary file 1 — Supplementary Information

## SUPPLEMENTARY INFORMATION

### **MLL1 is Required for PAX7 Expression and Satellite Cell Self-Renewal in mice**

Gregory C. Addicks<sup>1,2,6</sup>, Caroline E. Brun<sup>1,2,6</sup>, Marie-Claude Sincennes<sup>1,2</sup>, John Saber<sup>1,2</sup>, Christopher J. Porter<sup>3</sup>, A. Francis Stewart<sup>4</sup>, Patricia Ernst<sup>5</sup>, and Michael A. Rudnicki<sup>1,2,\*</sup>

<sup>6</sup> These authors contributed equally to this work.

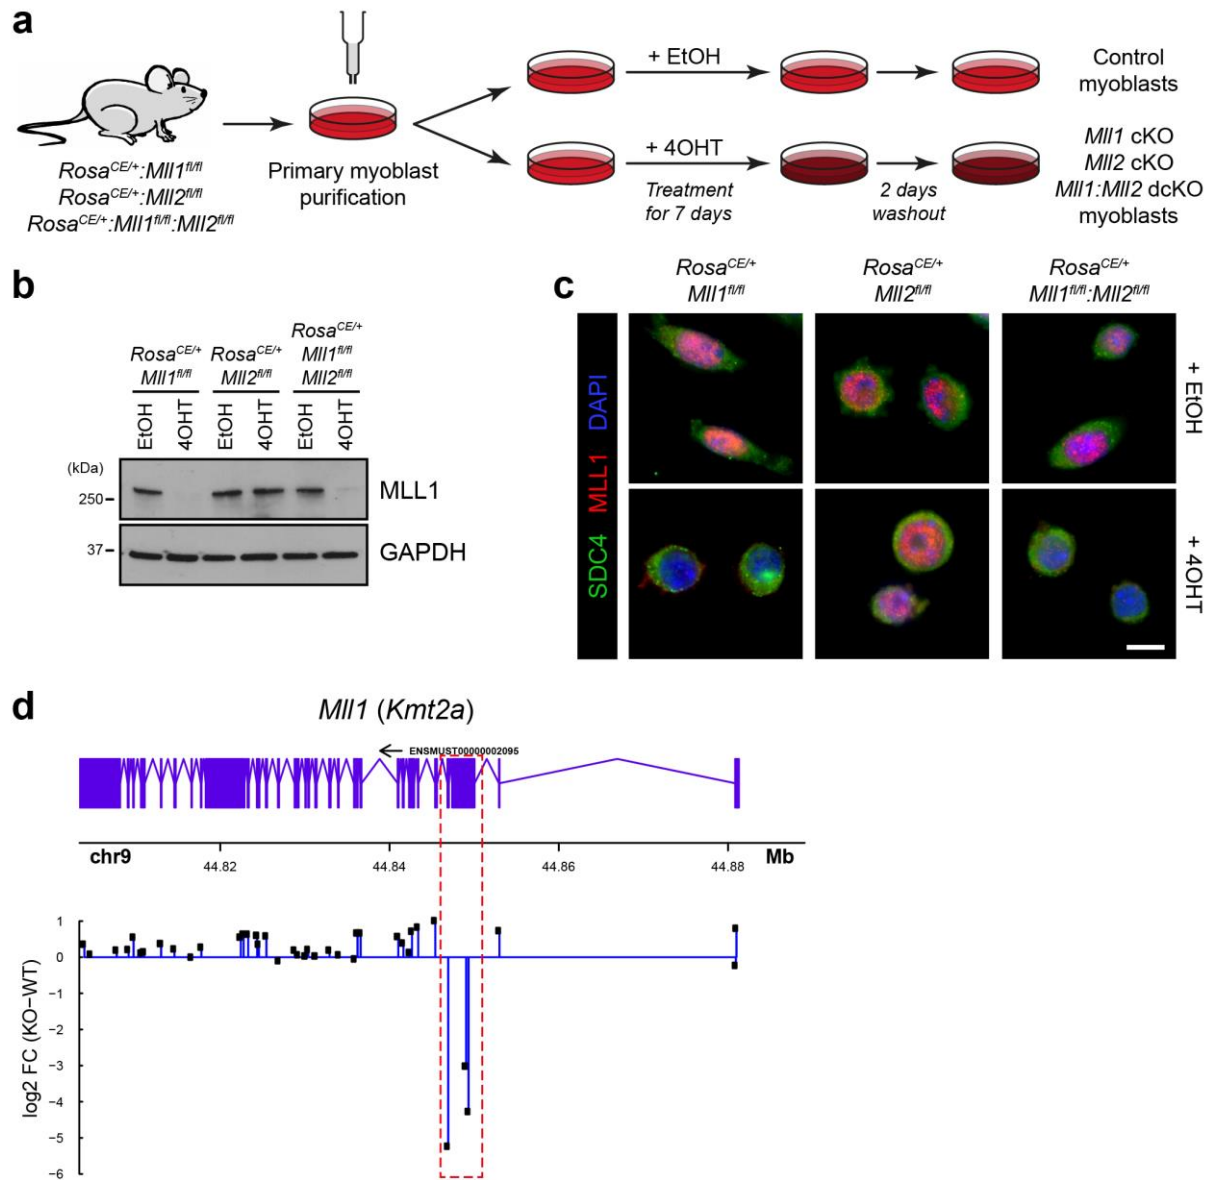

**Supplementary Figure 1. Generation of *Mll1* cKO, *Mll2* cKO and *Mll1:Mll2* dcKO primary myoblasts.**

(a) Experimental schematic outlining the protocol followed to obtain *Mll1* cKO, *Mll2* cKO and *Mll1:Mll2* dcKO primary myoblasts derived from *Rosa*<sup>CE/+</sup>;*Mll1*<sup>fl/fl</sup>, *Rosa*<sup>CE/+</sup>;*Mll2*<sup>fl/fl</sup> and *Rosa*<sup>CE/+</sup>;*Mll1*<sup>fl/fl</sup>;*Mll2*<sup>fl/fl</sup> mice. To generate the cKO/dcKO myoblasts and their controls, purified primary myoblasts were cultured with either with 4-hydroxytamoxifen (4-OHT) allowing for CreER translocation to the nucleus and the Cre/LoxP-mediated recombination, or with vehicle (ethanol 96%, EtOH), respectively.

(b) Western blot analysis of MLL1 in control and *Mll1* cKO primary myoblasts. GAPDH is used as a loading control.

(c) Immunostaining of SYNDECAN-4 (SDC4, green) and MLL1 (red) in control and *Mll1* cKO, *Mll2* cKO and *Mll1:Mll2* dcKO primary myoblasts. Nuclei are counterstained with DAPI (blue). Scale bar represents 10 μm.

(d) Log2 fold change values for each probe sets spanning *Mll1* transcript in *Mll1* cKO primary myoblasts. Red-dashed box indicates the exons 3 and 4 within the floxed region.

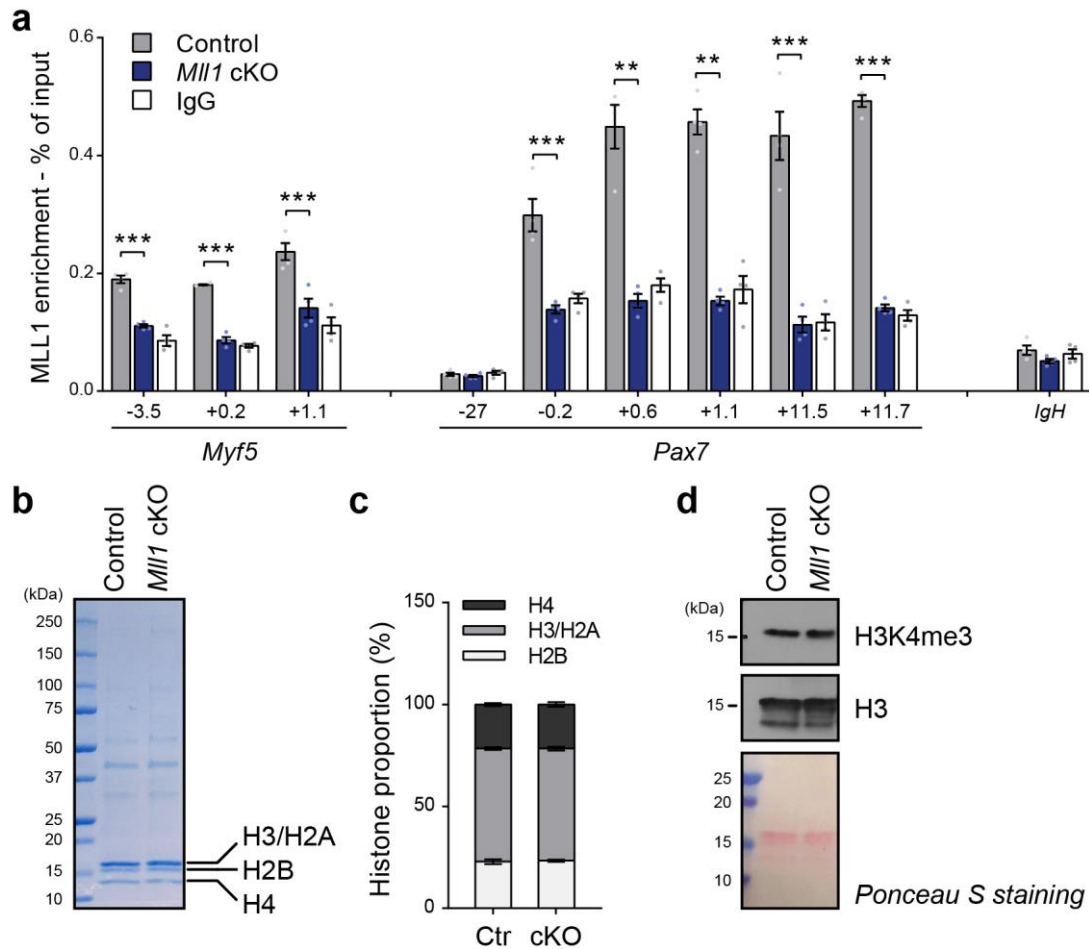

**Supplementary Figure 2. Loss of MLL1 does not change the global level of H3K4me3.**

(a) ChIP-qPCR analysis of MLL1 recruitment to *Pax7* and *Myf5* loci in control and *MLL1* cKO myoblasts. Data are presented as the mean  $\pm$  S.E.M. of 4 independent experiments.

(b) Coomassie blue of total histone extracts from control and *MLL1* cKO myoblasts.

(c) H3/H2A, H2B and H4 histone proportions of control and *MLL1* cKO myoblasts. Data are presented as the mean  $\pm$  S.E.M. of 4 biological replicates.

(d) Western blot analysis of H3K4me3 and total H3 in control and *MLL1* cKO primary myoblasts. The Ponceau S staining ensures the equivalent loading.

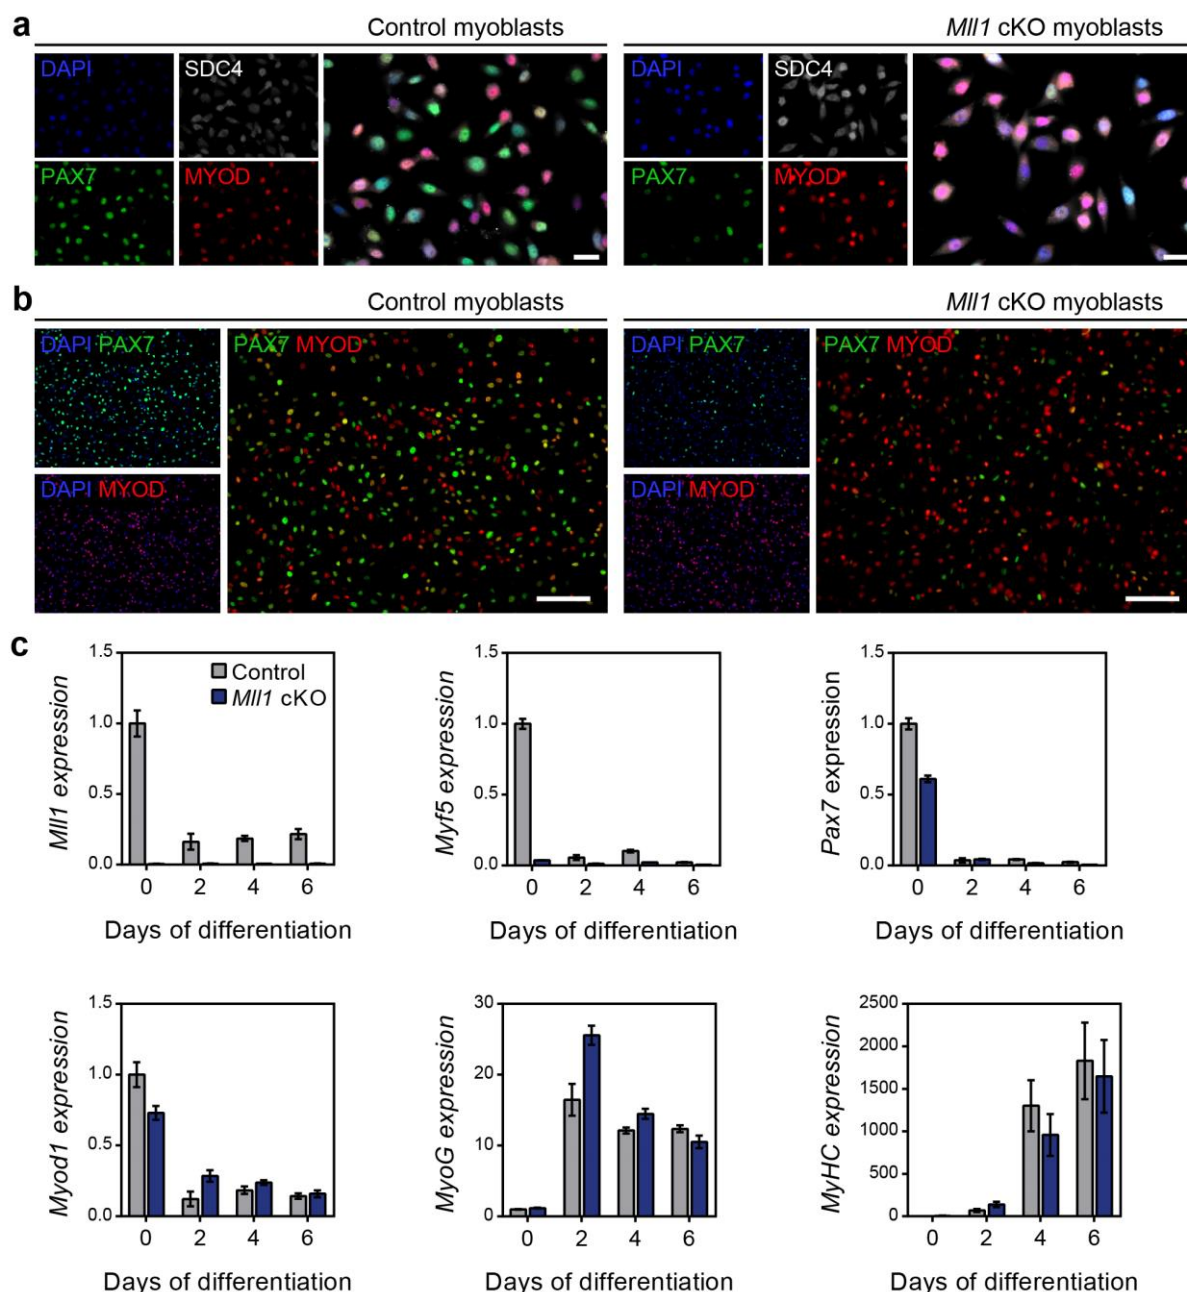

**Supplementary Figure 3. Expression of *Mll1*, *Pax7* and myogenic markers in control and *Mll1* cKO primary myoblasts, during proliferation and myogenic differentiation.**

(a) Immunostaining of PAX7 (green), MYOD (red) and SDC4 (white) in control and *Mll1* cKO proliferating myoblasts. Nuclei are counterstained with DAPI (blue). Scale bar represents 20µm.

(b) *Mll1* cKO proliferating myoblasts lose PAX7 expression (green), but maintain MYOD expression (red) compared to control myoblasts. Nuclei are counterstained with DAPI (blue). Scale bar represents 100µm.

(c) Control (grey bars) and *Mll1* cKO (blue bars) myoblasts were differentiated for 6 days and gene expression was analyzed every 2 days by RT-qPCR (normalized to *Hprt* expression). Data are presented as the mean  $\pm$  S.E.M. of 3 independent experiments.

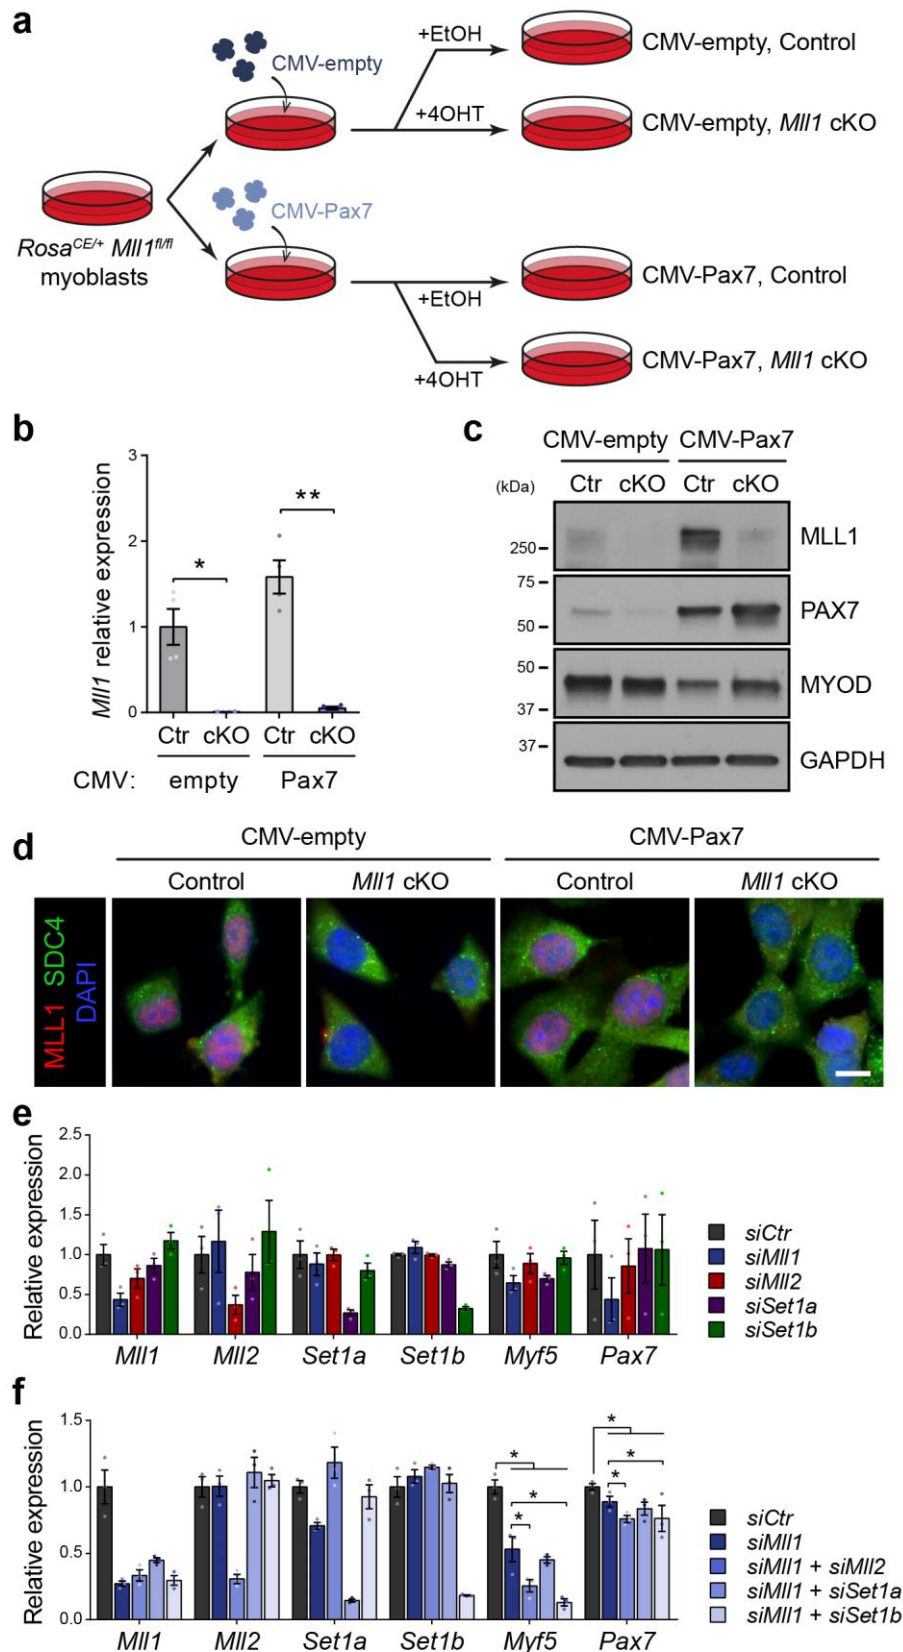

**Supplementary Figure 4. Generation of *Mll1* cKO myoblasts overexpressing Pax7 and analysis of potential histone methyltransferase redundancy in regulating Pax7 and Myf5 expression.**

(a) Experimental schematic outlining the protocol followed to obtain control and *Mll1* cKO primary myoblasts overexpressing, or not, Pax7. First, *Rosa*<sup>CE/+</sup>:*Mll1*<sup>fl/fl</sup> myoblasts were transduced either with

an empty plasmid or a CMV-Pax7 plasmid. Then, transduced myoblasts were cultured for 7 days with either vehicle (ethanol 96%, EtOH), or 4-hydroxytamoxifen (4OHT) allowing for CreER translocation to the nucleus and subsequent Cre/LoxP-mediated recombination, to obtain control and *Mll1* cKO primary myoblasts, respectively.

(b) RT-qPCR analysis of *Mll1* mRNA expression (normalized to *Ppia* and *Rps18* expression) performed on control and *Mll1* cKO primary myoblasts transduced with either an empty or a CMV-Pax7 plasmid, represented as mean  $\pm$  S.E.M. (n = 4 independent experiments).

(c) Western blot analysis of MLL1, PAX7 and MYOD in control and *Mll1* cKO primary myoblasts transduced with either an empty or a CMV-Pax7 plasmid. GAPDH is used as a loading control.

(d) Immunostaining of MLL1 (red) and SDC4 (green) in control and *Mll1* cKO proliferating myoblasts transduced with either an empty or a CMV-Pax7 plasmid. Nuclei are counterstained with DAPI (blue). Scale bar represents 10 $\mu$ m.

(e, f) Expression level of *Pax7* and *Myf5* in primary myoblasts, after transfection with siRNAs against *Mll1*, *Mll2*, *Set1a* and *Set1b*, individually (e) or in combination with *Mll1* siRNA (f), as indicated. Gene expression was determined by RT-qPCR (normalized to *Rps18* expression). Error bars represent SEM (n = 3 biological replicates).

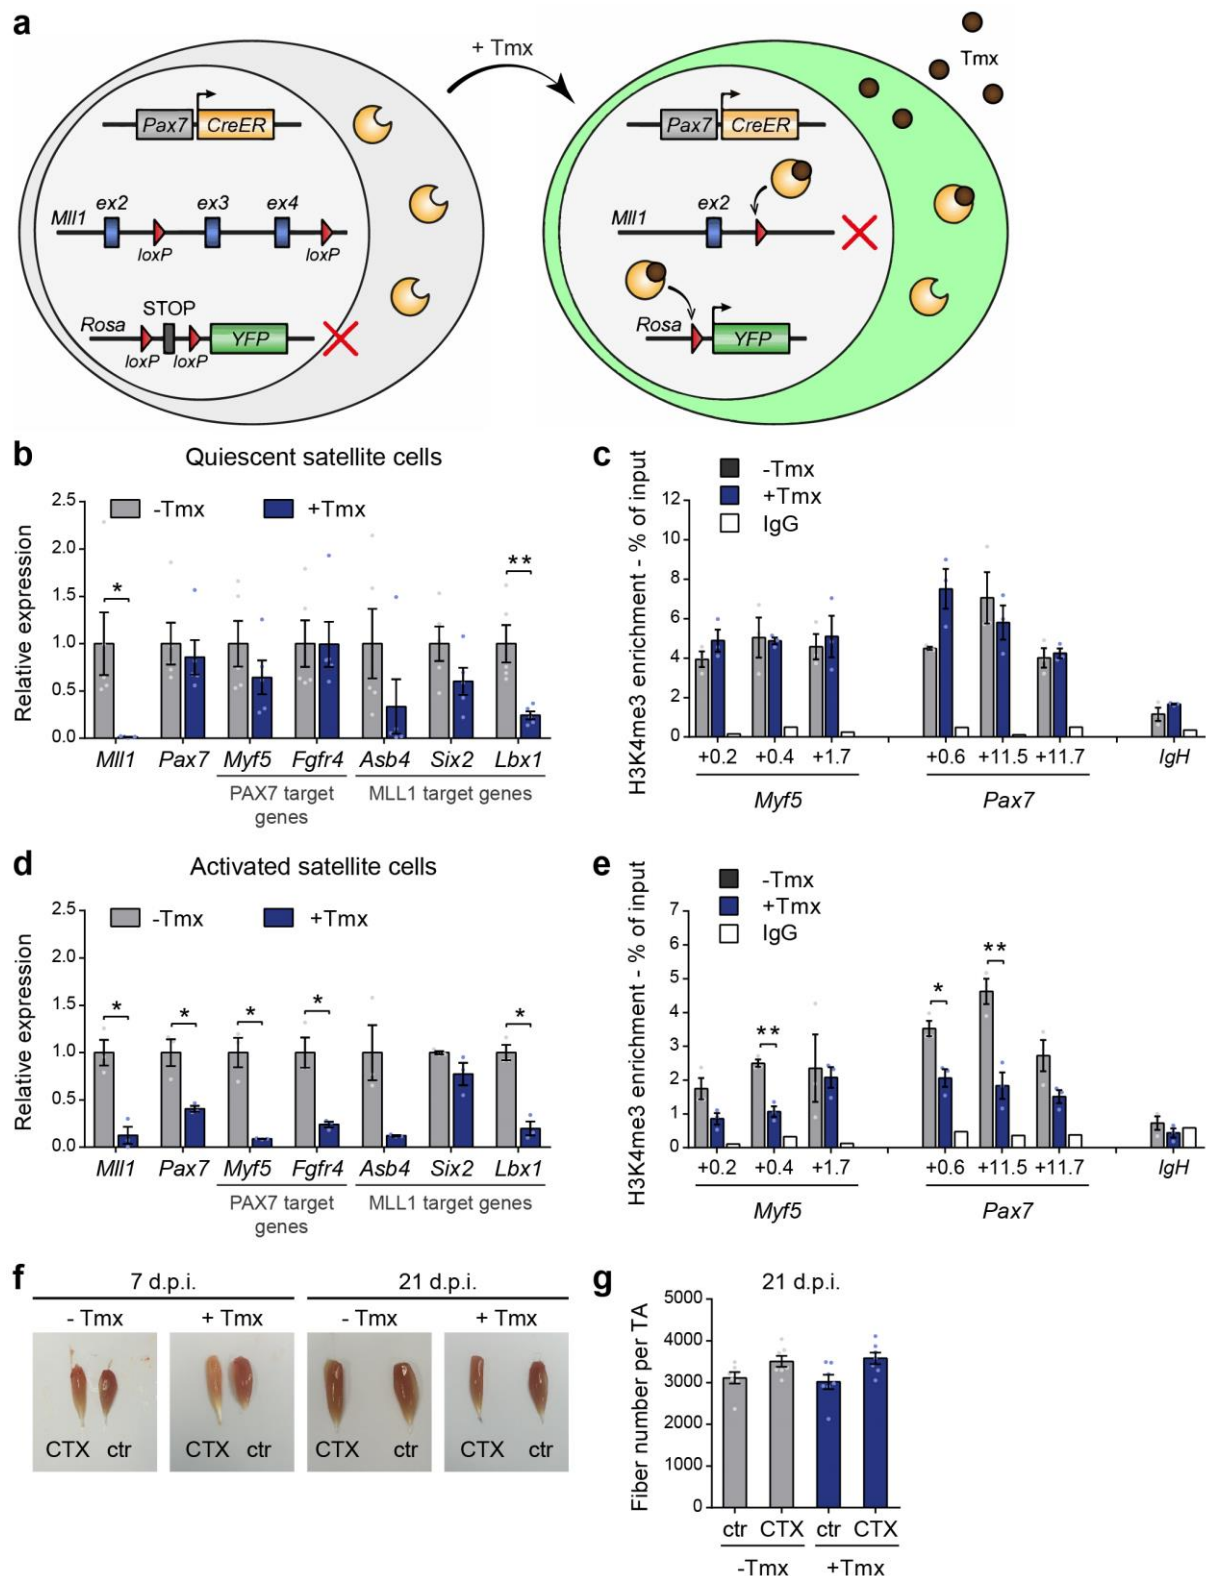

**Supplementary Figure 5. Schematic model of  $Pax7^{CE/+}; Mll1^{fl/fl}; Rosa^{YFP}$  mice, model validation and phenotypic analysis.**

(a)  $Pax7^{CE/+}; Mll1^{fl/fl}; Rosa^{YFP}$  mice generate CreER protein in all  $Pax7$ -expressing cells, however remaining in the cytoplasm in absence of tamoxifen (Tmx). Owing to the stop cassette in the modified Rosa gene, YFP is not expressed. Upon tamoxifen administration, tamoxifen binds to the CreER,

allowing for its translocation to the nucleus. Thus, tamoxifen-bound CreER recombine the *Mlll* locus, excising the exons 3 and 4 between the loxP sites, and the *Rosa* locus, excising the stop cassette and allowing for YFP expression. These PAX7-expressing cells are now labelled by the YFP but do not express MLL1.

(b) RT-qPCR analysis of *Mlll*, *Pax7* and their target genes in quiescent satellite cells, freshly isolated from *Pax7<sup>CE/+</sup>·Mlll<sup>fl/fl</sup>·Rosa<sup>YFP</sup>* mice treated with tamoxifen (+ Tmx), or not (- Tmx) (normalized to *Rps18* expression). Values represent mean  $\pm$  S.E.M. (n = 5 mice per group).

(c) ChIP-qPCR analysis of H3K4me3 enrichment at *Myf5* and *Pax7* loci in quiescent satellite cells from *Pax7<sup>CE/+</sup>·Mlll<sup>fl/fl</sup>·Rosa<sup>YFP</sup>* mice treated with tamoxifen (+ Tmx), or not (- Tmx), represented as mean  $\pm$  S.E.M. (n = 3 mice per group). *IgH* enhancer region is used as a negative control.

(d) RT-qPCR analysis of *Mlll*, *Pax7* and their target genes in activated satellite cells, freshly sorted 3 days after cardiotoxin (CTX)-induced injury from *Pax7<sup>CE/+</sup>·Mlll<sup>fl/fl</sup>·Rosa<sup>YFP</sup>* mice treated with tamoxifen (+ Tmx), or not (- Tmx) (normalized to *Rps18* expression). Values represent mean  $\pm$  S.E.M. (n = 3 mice per group).

(e) ChIP-qPCR analysis of H3K4me3 enrichment at *Myf5* and *Pax7* loci in activated satellite cells from *Pax7<sup>CE/+</sup>·Mlll<sup>fl/fl</sup>·Rosa<sup>YFP</sup>* mice treated with tamoxifen (+ Tmx), or not (- Tmx), represented as mean  $\pm$  S.E.M. (n = 3 mice per group). *IgH* enhancer region is used as a negative control.

(f) Representative photographs of contralateral (ctr) and CTX-injured *Tibialis anterior* (TA) muscles isolated from *Pax7<sup>CE/+</sup>·Mlll<sup>fl/fl</sup>* mice treated or not with tamoxifen at 7 days or 21 days post-injury (d.p.i.).

(g) Fiber number of contralateral (ctr) and CTX-injured TA muscles from *Pax7<sup>CE/+</sup>·Mlll<sup>fl/fl</sup>* mice treated or not with tamoxifen at 21 days post-injury (n = 7 mice per group).

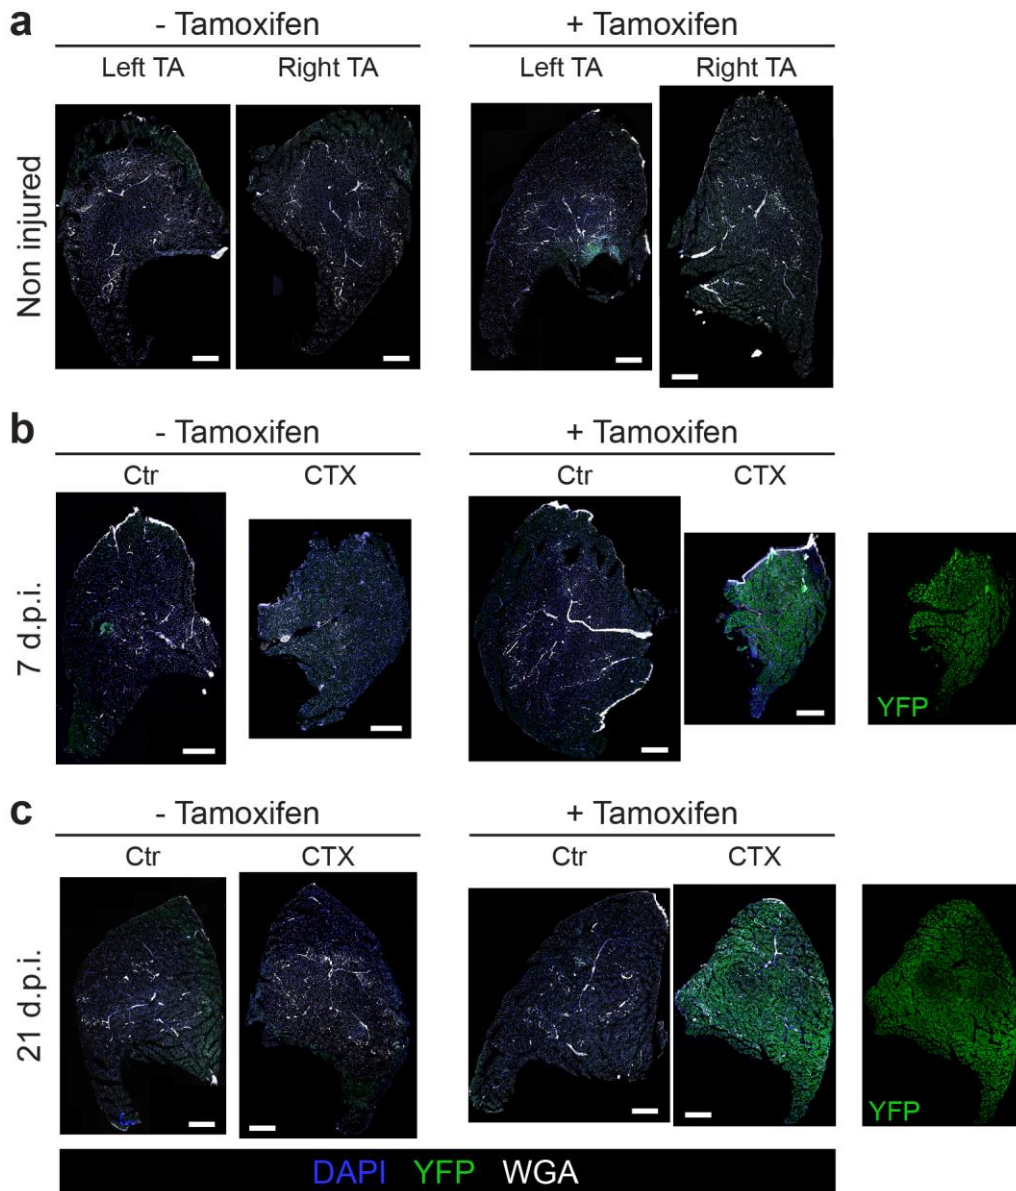

**Supplementary Figure 6. Tracing YFP labeling during muscle regeneration of *Pax7<sup>CE/+</sup>:Mll<sup>fl/fl</sup>:Rosa<sup>YFP</sup>* mice.**

YFP (green) immunostaining and wheat germ agglutinin (WGA, white) staining of (a) uninjured TA muscles, (b) CTX-injured and contralateral (ctr) TA muscles at 7 days post-injury (d.p.i.), and (c) CTX-injured and contralateral (ctr) TA muscles at 21 days post-injury (d.p.i.) from *Pax7<sup>CE/+</sup>:Mll<sup>fl/fl</sup>* mice treated (+) or not (-) with tamoxifen. Nuclei are stained with DAPI (blue), and scale bars represent 500μm.

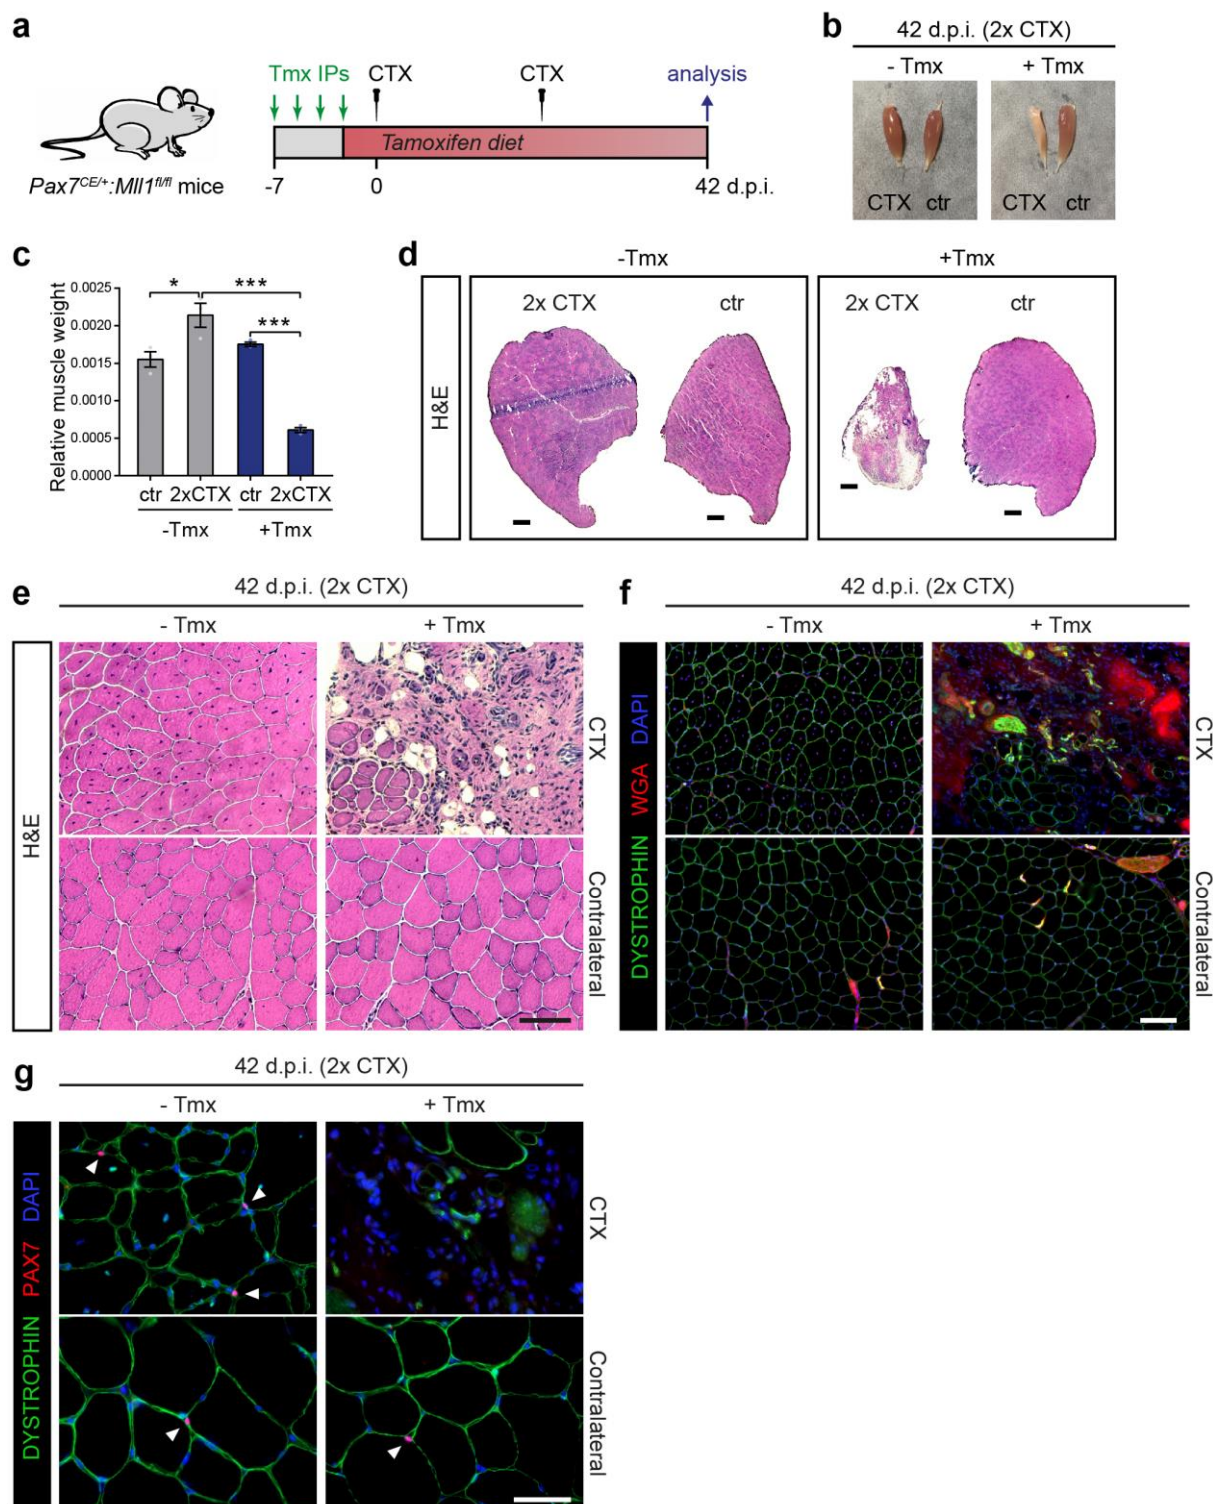

**Supplementary Figure 7. Related to Figure 7. Tamoxifen-treated *Pax7<sup>CE/+</sup>;**Mll1<sup>fl/fl</sup>;**Rosa<sup>YFP</sup>* mice do not regenerate after a second round of cardiotoxin injury.**

(a) Experimental schematic outlining the protocol followed to analyze muscle regeneration of *Pax7<sup>CE/+</sup>;**Mll1<sup>fl/fl</sup>* mice, following a double injury induced by cardiotoxin (CTX).

(b) Representative photographs of contralateral (ctr) and CTX-injured TA muscles isolated from *Pax7<sup>CE/+</sup>;**Mll1<sup>fl/fl</sup>* mice treated (+ Tmx) or not (- Tmx) with tamoxifen after two rounds of injuries (2x CTX) at 42 days post-injury (d.p.i.).

- (c) Relative muscle weight of cardiotoxin double-injured (2x CTX) and contralateral (ctr) TA muscles normalized to the body weight at 42 days post-injury, represented as mean  $\pm$  S.E.M (n = 3 mice per group).
- (d) Representative hematoxylin and eosin (H&E) staining of the full cross-sections of double-injured (2x CTX) and contralateral (ctr) TA muscles from *Pax7<sup>CE/+</sup>;**MLL<sup>fl/fl</sup>* mice, treated or not with tamoxifen at 42 days post-injury. Scale bars represent 500 $\mu$ m.
- (e) H&E staining of double-injured and contralateral TA muscles from *Pax7<sup>CE/+</sup>;**MLL<sup>fl/fl</sup>* mice, treated or not with tamoxifen at 42 days post-injury. Scale bar represents 100 $\mu$ m.
- (f) Wheat germ agglutinin (WGA, red) and DYSTROPHIN (green) immunostaining of double-injured and contralateral TA muscles from *Pax7<sup>CE/+</sup>;**MLL<sup>fl/fl</sup>* mice, treated or not with tamoxifen at 42 days post-injury. Nuclei are stained with DAPI (blue). Scale bar represents 100 $\mu$ m.
- (g) PAX7 (red) immunostaining showing the absence of satellite cells following the second CTX injury in *Pax7<sup>CE/+</sup>;**MLL<sup>fl/fl</sup>* mice, treated with tamoxifen. DYSTROPHIN (green) staining delineates the myofibers in green. Nuclei are counterstained with DAPI (blue). Scale bars represent 50 $\mu$ m.

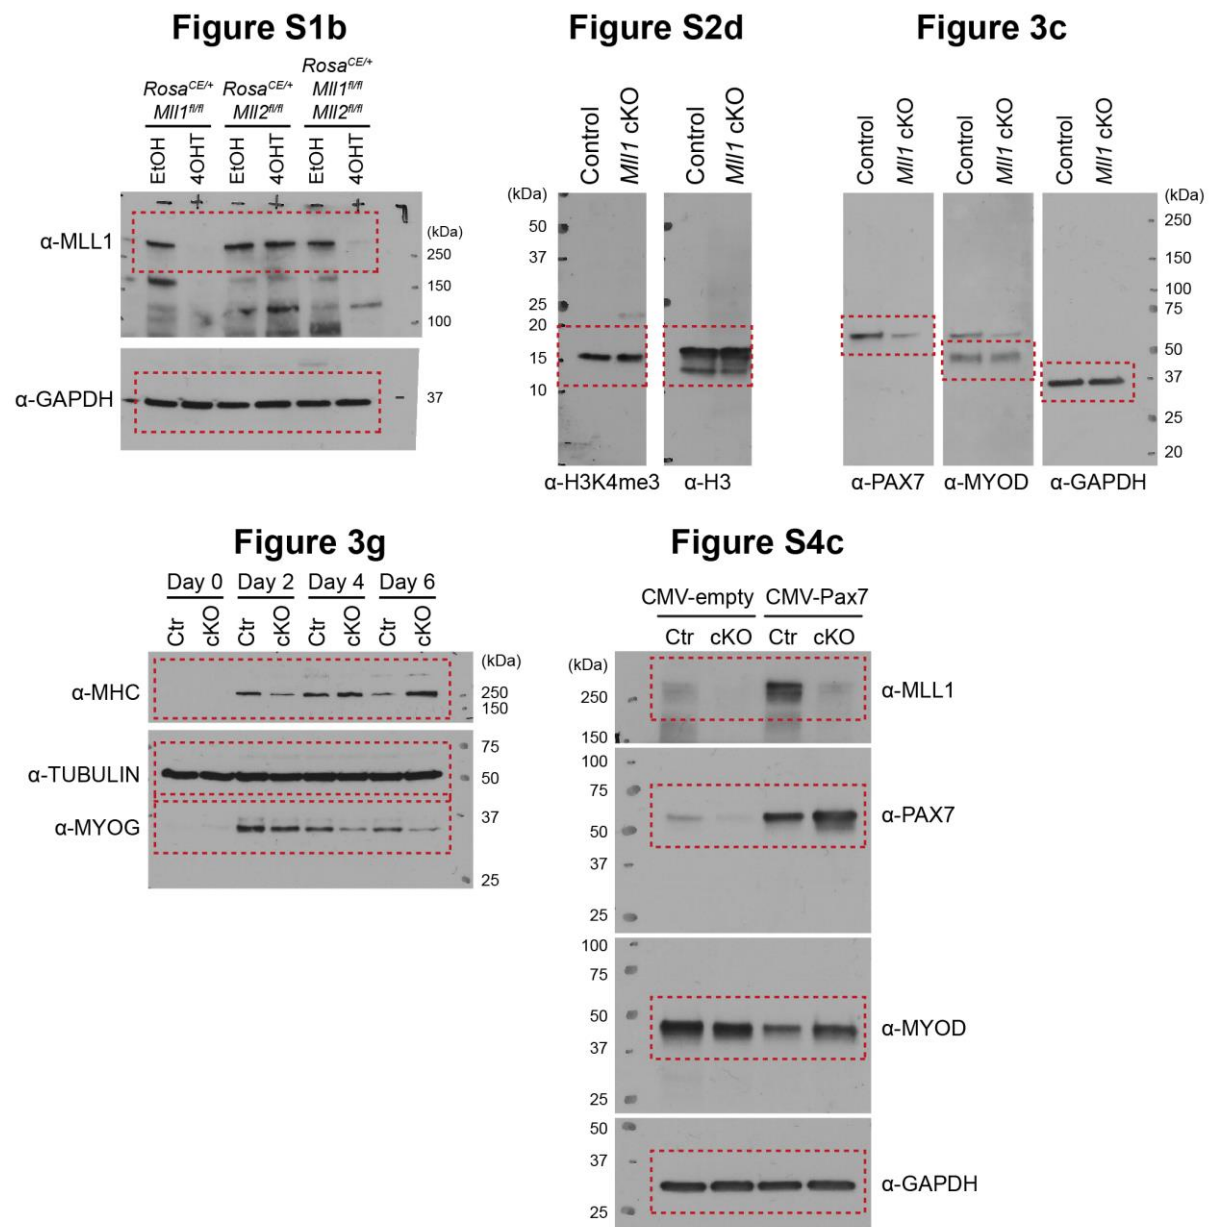

**Supplementary Figure 8. Full scans of immunoblots.**

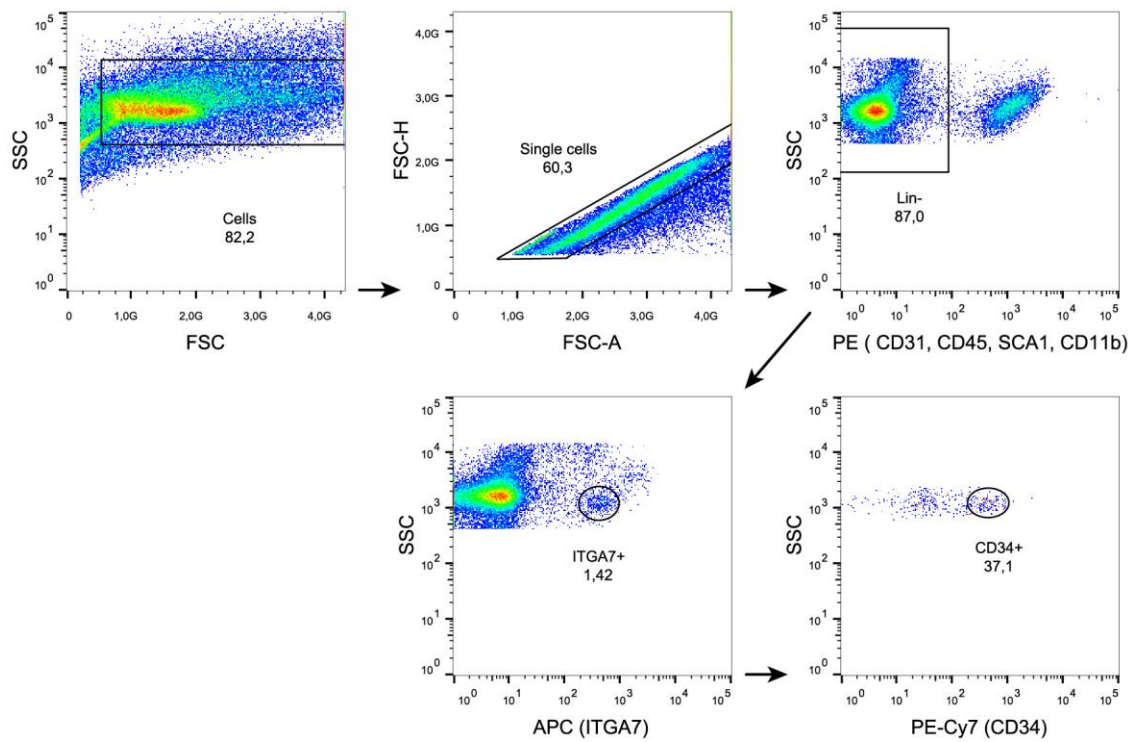

**Supplementary Figure 9. Gating strategy for satellite cell sort.**

Single cell suspensions were obtained from hindlimb muscles. Cell doublets were excluded from the analysis (FSC-H vs FSC-A). Satellite cells (CD31-, CD45-, SCA1-, CD11b-, Itga7+, CD34+) were sorted and used for analysis.

**Supplementary Table 1. List of primers used for RT-qPCR analysis.**

| <b>Gene</b>  | <b>Forward</b>            | <b>Reverse</b>              |
|--------------|---------------------------|-----------------------------|
| <i>Asb4</i>  | AGTTGTGGTCAATGCCTATG      | AGCACACCTTGAAGAGAGA         |
| <i>Cd24a</i> | GATGGTGGCCAGGCTAGGG       | GGTGGTAGCGTTACTTGGATTGGG    |
| <i>Dlk1</i>  | CAGCTACGACCTGGGCTACACC    | CTGGAGTAGATGGTGCGTGGTTTCC   |
| <i>Dlx1</i>  | GTACTTAGCTCTGCCTGAGA      | CCTTGCTTCATCAGCTTCTT        |
| <i>Fgfr4</i> | GTGTCCACCACATTGACTAC      | AAGACCACACGTCACTCT          |
| <i>Hprt</i>  | GGCCAGACTTTGTTGGATTTG     | CACAGGACTAGAACACCTGC        |
| <i>Lbx1</i>  | TCGCCAGCAAGACCTTTA        | ACTCGTAGATCTGGTGGTTG        |
| <i>MLL1</i>  | ATCGGCACCAACCTGCGC        | TTTGGTCTCTGATTTGTTTAGAGGG   |
| <i>MLL2</i>  | TCCGAGGAGGAGGAGTTTCAGG    | TCGTCTTATGCTTGCGGCCC        |
| <i>Myf5</i>  | CACCAACCCTAACCAAGAGACTCCC | GCTGTTACATTACAGGCATGCCG     |
| <i>Myf6</i>  | GTCTACAGGACCTGCTGCACC     | GCGCAGGAAATCCGCACCC         |
| <i>MyHC</i>  | GACCAGATCTTCCCCATGAA      | TAAGGGTTGACGGTGACACA        |
| <i>Myod1</i> | CATGATGGATTACAGCGGCCC     | TCTGTGTCGCTTAGGGATGCCC      |
| <i>Myog</i>  | GCAATGCACTGGAGTTTCG       | ACGATGGACGTAAGGGAGTG        |
| <i>Pax7</i>  | CGACTCTGGATTTCGTCTCC      | GGCCTTGGCCAAGAGGG           |
| <i>Rps18</i> | AACGGTCTAGACAACAAGCTG     | AGTGGTCTTGGTGTGCTGAC        |
| <i>Sca1</i>  | GTGCAGCCCTTCTCTGAGGATGG   | GTCTCAAATGGGACTCCATAGCACTGG |
| <i>Set1a</i> | TTGATGCCACCAAGTGTG        | CTGCTTCGAGTAGATGACAATC      |
| <i>Set1b</i> | GTAGACCATGACACCATCATC     | ACGATCTTCTTCTGGGACT         |
| <i>Sfrp2</i> | GCCTTCGGCTTCCCCTGG        | GCAGGCTTCACACACCTTGGG       |
| <i>Six2</i>  | CAAGTCAGCAACTGGTTCA       | TGGAGTTCTCGCTGTTCT          |

**Supplementary Table 2. List of primers used for ChIP-qPCR experiments.**

| <b>Locus</b>      | <b>Forward</b>             | <b>Reverse</b>            |
|-------------------|----------------------------|---------------------------|
| <i>Pax7</i> -27   | GCTTGCAGAGAGACTTGCC        | CAGTATAGACCAGGCTGGCC      |
| <i>Pax7</i> -0.2  | CGCAAGGCGCAGCTGGG          | GGGAGGAGTGGAAGGTGG        |
| <i>Pax7</i> +0.6  | GTCCCTCAAAGTCGGGATGG       | GCGGGAAATAAGGCACTATGC     |
| <i>Pax7</i> +1.1  | GGGTGCGGGAGGATGGG          | TTCGCCTCTGTCTAATTCGGG     |
| <i>Pax7</i> +11.5 | AAATCTAATCAAGGCAGAACGCG    | CTTGGAATCCCGGTCTCGC       |
| <i>Pax7</i> +11.7 | GCCAAACGAAAGGATGTGGG       | CGCTTGGAAGTGGATTGGG       |
| <i>IgH</i>        | GCCGATCAGAACCAGAACAACTGC   | TGGTGGGGCTGGACAGAGTGTTTC  |
| <i>Myf5</i> -6.4  | GATGCAATCCTCCTGCGTGG       | AAGACTGCTGGAGGCTGAGG      |
| <i>Myf5</i> -3.5  | CAAAATATACGTAAGTCACTGCTGGG | CATATCAATTGCACACAGAATCTGG |
| <i>Myf5</i> +0.2  | CCTGCTTCTCTGAAGGATGG       | CGAAGGCTGCTACTCTTGGC      |
| <i>Myf5</i> +0.4  | CCAGGCTGGCCACTGCC          | CTTGGTTGACCTTCTTCAGGC     |
| <i>Myf5</i> +1.1  | GGGCGCATTGCTGCGGG          | CAGCACTGATCTAGGAAGGG      |
| <i>Myf5</i> +1.7  | CTTTTGCTTGAAATATTACCAGGG   | CTTGTGGTGCCCTTTAAACCC     |
| <i>Myf5</i> +4.9  | CTGTTTACCCAATAGCCTACC      | TATGCTGCCTTGCCCTGCCC      |

**Supplementary Table 3. List of antibodies and reagents.**

| <b>Primary Antibody</b>                          | <b>Company</b>          | <b>Reference</b> | <b>Dilution<br/>WB</b> | <b>Dilution<br/>IF/Flow</b> |
|--------------------------------------------------|-------------------------|------------------|------------------------|-----------------------------|
| Mouse anti-PAX7                                  | DSHB (Hybridoma)        | PAX7             | 1:10                   | 1:2                         |
| Mouse anti-TUBULIN (clone DM1A)                  | Sigma                   | T9026            | 1:5000                 | N/A                         |
| Mouse anti-GAPDH                                 | AbLab                   | 21-0017          | 1:5000                 | N/A                         |
| Mouse anti-Myosin Heavy Chain                    | DSHB (Hybridoma)        | MF20             | 1:1000                 | 1:500                       |
| Mouse anti-MYH3 (embryonic Myosin)               | DSHB                    | F1.652           | N/A                    | 1:100                       |
| Rabbit anti-MYOD (C-20)                          | Santa Cruz              | sc-304           | N/A                    | 1:1000                      |
| Mouse anti-MYOD (5.8A)                           | Dako                    | M3512            | 1:2000                 | N/A                         |
| Mouse anti-MYOGENIN (clone F5D)                  | Santa Cruz              | sc-12732         | 1:1000                 | N/A                         |
| Rabbit anti-DYSTROPHIN                           | Abcam                   | ab15277          | N/A                    | 1:1000                      |
| Chicken anti-SYNDECAN-4                          | Gift from Dr. B. Olwin  | N/A              | N/A                    | 1:1000                      |
| Chicken anti-GFP                                 | Abcam                   | ab13970          | N/A                    | 1:500                       |
| Rabbit anti-Ki67                                 | Abcam                   | ab15580          | N/A                    | 1:1000                      |
| Rabbit anti-H3K4me3                              | Abcam                   | ab8580           | 1:1000                 | N/A                         |
| Rabbit anti-H3K4me3                              | Millipore               | 07-473           | N/A                    | N/A                         |
| Rabbit anti-H3                                   | Abcam                   | ab1791           | 1:2500                 | N/A                         |
| Normal Rabbit IgG                                | Millipore               | 12-370           | N/A                    | N/A                         |
| Normal Mouse IgG                                 | Millipore               | 12-371           | N/A                    | N/A                         |
| Rabbit anti-Mouse IgG                            | Jackson Labs            | 315-005-008      | N/A                    | N/A                         |
| Mouse anti-MLL1                                  | Millipore               | 05-764           | 1:500                  | 1:250                       |
| Alexa647 mouse anti-Integrin alpha7 (clone R2F2) | UBC AbLab               | 67-0010-10       | N/A                    | 1:100                       |
| Mouse anti-CD34-Biotin (clone REA383)            | Miltenyi Biotec         | 130-105-830      | N/A                    | 1:100                       |
| PE mouse anti-SCA1 (clone D7)                    | BD Biosciences          | 553108           | N/A                    | 1:500                       |
| PE mouse anti-CD45 (clone 30-F11)                | BD Biosciences          | 12-0451-83       | N/A                    | 1:500                       |
| PE mouse anti-CD31 (clone 390)                   | BD Biosciences          | 12-0311-81       | N/A                    | 1:500                       |
| PE mouse anti-CD11b (clone M1/70)                | BD Biosciences          | 12-0112-81       | N/A                    | 1:500                       |
| <b>Reagent</b>                                   | <b>Company</b>          | <b>Reference</b> | <b>Dilution<br/>WB</b> | <b>Dilution<br/>IF/Flow</b> |
| Streptavidin PE-Cyanine7 Conjugate               | ThermoFisher Scientific | 25-4317-82       | N/A                    | 1:500                       |
| <b>Secondary Antibody</b>                        | <b>Company</b>          | <b>Reference</b> | <b>Dilution<br/>WB</b> | <b>Dilution<br/>IF/Flow</b> |
| Goat anti-Mouse IgG1, Alexa Fluor 546            | ThermoFisher Scientific | A-21123          | N/A                    | 1:1000                      |
| Goat anti-Chicken IgY, Alexa Fluor 488           | ThermoFisher Scientific | A-11039          | N/A                    | 1:1000                      |
| Goat anti-Chicken IgY, Alexa Fluor 647           | ThermoFisher Scientific | A-21449          | N/A                    | 1:1000                      |
| Goat anti-Rabbit IgG, Alexa Fluor 488            | ThermoFisher Scientific | A-11034          | N/A                    | 1:1000                      |
| <b>Lectin</b>                                    | <b>Company</b>          | <b>Reference</b> | <b>Dilution<br/>WB</b> | <b>Dilution<br/>IF/Flow</b> |
| Wheat Germ Agglutinin, Alexa Fluor 647 Conjugate | ThermoFisher Scientific | W32466           | N/A                    | 1:500                       |

# Supplementary material for: MLL1 is required for PAX7 expression and satellite cell self-renewal in mice
**Source:** Nat Commun. 2019 Sep 18;10:4256. doi: 10.1038/s41467-019-12086-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data file 1.

Description: Microarray data from control and Mll1 cKO myoblasts.

File Name: Supplementary Data file 2.

Description: GO term analysis of the up-regulated genes in Mll1 cKO myoblasts.

# Supplementary material for: MLL1 is required for PAX7 expression and satellite cell self-renewal in mice
**Source:** Nat Commun. 2019 Sep 18;10:4256. doi: 10.1038/s41467-019-12086-9
**Supplement:** Supplementary file 6 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ ☐ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

Bio-Rad CFX96 Maestro instrument (qPCR), Zeiss Axio Observer.D1 (Microscopy), Zeiss Axio Observer.A1 (Microscopy), Summit (FACS)

Data analysis

Microarrays: R (Bioconductor package), GraphPad Prism v7.00, MATLAB-MathWorks r2015a, MATLAB application SMASH (Semi-Automatic Muscle Analysis using Segmentation of Histology), Zeiss ZEN 2 software (Microscopy), Image J FIJI (imaging), FlowJo v10

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Microarray data are available on NCBI GEO accession number [GSE108339] (<https://www.ncbi.nlm.nih.gov/geo/>).

The datasets generated during and/or analysed during the current study are available from the corresponding author on reasonable request.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample size is indicated in the figure legends for each experiment. No sample size calculation was performed. Sample size was determined based on the magnitude and consistency of measurable differences between groups. |
| Data exclusions | No data were excluded from the analysis.                                                                                                                                                                                  |
| Replication     | Biological and independent replicate experiments were successful. They were replicated independently by the different co-authors.                                                                                         |
| Randomization   | The sex and age-matched mice were randomized into control and tamoxifen-treated groups.                                                                                                                                   |
| Blinding        | The researchers were blinded to allocation during analysis and outcome assessment. Animal experiments were blinded when possible.                                                                                         |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                         |
|-----------------|-----------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | The list of antibodies used can be find in the manuscript, Supplementary Table 3.                                                       |
| Validation      | All the antibodies were validated in previous published work from the lab and by the manufacturers listed in the Supplementary Table 3. |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mixed genetic background (129SV and C57BL/6) mice were used in the study. Information about genotype, breeding, sex and age can be found in the "Methods" section of the manuscript (Mice and Animal care).                                                                                                                                            |
| Wild animals            | Study did not involve wild animals.                                                                                                                                                                                                                                                                                                                    |
| Field-collected samples | Study did not involve field-collected samples..                                                                                                                                                                                                                                                                                                        |
| Ethics oversight        | All experimental protocols for mice used in this study were performed in accordance with the guidelines established by the University of Ottawa Animal Care Committee, which is based on the guidelines of the Canadian Council on Animal Care (CCAC). Protocols were approved by the Animal Research Ethics Board (AREB) at the University of Ottawa. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                                                                                                                                                           |                                                                                                                                                                      |
|-----------------------------------------------------------------------------------------------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation                                                                                                                                        | Sample preparation for fluorescent-activated cell sorting can be found in the "Methods" section of the manuscript (Fluorescence-activated cell sorting).             |
| Instrument                                                                                                                                                | FACS was performed on MoFlo XDP at the Ottawa Hospital Research Institute.                                                                                           |
| Software                                                                                                                                                  | Data acquisition: Summit, Data analysis:FlowJo                                                                                                                       |
| Cell population abundance                                                                                                                                 | Purity of the post-sort fractions was determined by flow cytometry on the sorted samples. Only samples that were >90% pure were kept for analysis.                   |
| Gating strategy                                                                                                                                           | Gating strategy was performed using unstained and single-stained samples. The gating strategy for sorting the satellite cells is provided in Supplementary Figure 9. |
| <input checked="" type="checkbox"/> Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information. |                                                                                                                                                                      |

How the deposited data were processed for this re-analysis (not part of the article)

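Gene expression was measured in primary mouse myoblasts with floxed Mll1 alleles and an inducible Cre recombinase, with 1 Affymetrix MoGene 1.0 ST array for the vehicle-treated culture (control) and 1 for the culture treated with 4-hydroxytamoxifen (Mll1 cKO). The authors normalized the raw data by RMA, which corrects the background, quantile normalizes the arrays and summarises the probes of a probe set, and deposited the resulting log2 signals of 35557 probe sets for both arrays in 1 table. The version of the RMA software is not given in the sources used here. The 1997 rows of Supplementary Data 1 that were used here, of its 35557, equal the deposited values within 0.0001, and the other 33560 rows were not used here.

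Control probe sets were left out of counts and lists. They were taken to be the unbroken run of the lowest probe set numbers, since the 460 rows of the supplement without a chromosome all lie in that run, below the 1537 rows with one. This gave 6613 control probe sets and 28944 others. What the control probe sets measure is not given in the sources used here. Gene symbols came from the annotation table of the array platform and were updated by gene number to the symbols of the RefSeq annotation of GRCm38.p6. Of the 28944 probe sets, 21789 had 1 symbol, 1621 had several and 5534 had none, and only those with 1 symbol were named, which gave 19938 genes. Of the 43 genes of Table 1, 40 had a probe set with 1 symbol here, and for 39 of these a probe set had both signals that the table prints. Ly6a, RbEST47 and Mef2b were not named here, and the signals of RbEST47 in the table equal those of the probe set named 1700007K13Rik. Chromosome positions are those of Supplementary Data 1.

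From these values the difference of each probe set was computed as the log2 signal of the Mll1 cKO array minus that of the control array, and a fold is 2 to the power of its size. A probe set passed the cut-off of the paper's methods if its fold was over 2. A gene with several probe sets was counted if any of them passed, whereas lists of genes use the mean of its probe sets. Where such a gene is named, its probe set with the largest difference stands for it, except for Trdn and Setd1b. For these the probe set or mean used is stated with the value. With 1 array per condition, no spread between cultures, standard error, p-value or test could be computed, and the number of arrays limits the precision. No column was left unused.

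The named genes are those of Table 1 and of the microarray text, the 15 most increased and 15 most decreased named probe sets over 2-fold with a signal over 7 in the higher array, every member of a gene list that differed by more than 2-fold and, for a list with none, its member with the largest difference. This rule and the lists were fixed before the deposited table was opened, but the values in Table 1 and in Supplementary Data 1 had been seen. Not every gene that this rule names is reported here. The lists covered Hox genes, other homeobox genes, H3K4 methyltransferase complexes, markers of satellite cells, regulators of myogenesis, sarcomere genes, excitation-contraction coupling, S phase, the G2 and M phases, cyclin-dependent kinase inhibitors, p53 targets, the interferon response, cholesterol synthesis, imprinted genes, Wnt antagonists, the insulin-like growth factor axis, the TGFβ and BMP axis, Notch signalling, the extracellular matrix, the nuclear lamina, reference genes, sex-linked genes, the sections of Table 1, 5 transcription factors and 5 candidate regulators of Pax7 that the paper names, and markers of fibroblasts, endothelial, immune, smooth muscle and Schwann cells, adipocytes and chondrocytes.

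The median difference of a list was placed among the medians of 10000 random lists of as many genes, drawn from the same 20 bins of mean signal. The procedure was tested on simulated lists drawn from the 19938 genes of these arrays. Of 100 random lists of 30 genes, 3 fell outside the central 95%. With a log2 shift of 0.2 added to every gene, 19 of 30 lists of 30 genes and 28 of 30 lists of 60 genes lay above the upper limit. Such a percentile describes the 2 arrays and does not test the deletion.

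Alternatives set before the data were examined were cut-offs of 1.5-fold and 3-fold, a signal over 7 or over 8 in the higher array, inclusion of the control probe sets, the mean of a gene's probe sets, differences centred on their median, removal of a lowess trend of the difference on mean signal with a span of 0.3, and quantile normalization of the deposited values. For lists they also included the mean in place of the median, only genes with a mean signal over 6, 10 bins, and the probe set with the highest signal. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6, and the plot was drawn with matplotlib 3.10.9.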

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

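The test of the share of higher probe sets with the trend on signal removed was planned, and the tests on the S-phase median, dim probe sets, control probe sets, histone genes, p53 targets and small nucleolar RNAs were chosen, with their bounds, after the results were seen.

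The control probe sets were far more often higher than lower in the Mll1 cKO array. Of 6613, 598 (9.04%) were over 2-fold higher and 49 (0.74%) over 2-fold lower. The paper plots and lists all probe sets, but does not discuss the direction of the control probe sets. A trend between the arrays that depends on signal is argued against as the whole cause of the excess of higher probe sets outside the controls, since 93.5% of those over 2-fold were still higher once the trend was removed. Added background in the Mll1 cKO array stays open, since probe sets with a mean signal under 5 had a median log2 difference of -0.11 outside the controls and of 0.24 among them, and the quantile normalization of both arrays ties such medians to each other. A spread of the Mll1 cKO array that the control probe sets share stays open too, since the share of 92.4% higher among those over 2-fold restates the excess, and 1.15% of the other probe sets were over 2-fold higher. Effects of the Mll1 deletion or of 4-hydroxytamoxifen stay open as well, since each condition has 1 array and the drug and the deletion go together.

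Genes of DNA replication and cell division, which the paper's account of the arrays does not mention, were lower in the Mll1 cKO array: all 41 measured S-phase genes, with a median log2 difference of -0.50, and 50 of 52 genes of the G2 and M phases, with a median of -0.55, both at percentile 0 of the random lists. Most differences were under 2-fold, as for Clspn, a protein of the replication checkpoint, at 1.76-fold lower, and Mki67, which encodes Ki67, at 1.52-fold lower. A signal-dependent trend is argued against, since the S-phase list had a median of -0.49 after its removal, against a central 95% range of -0.05 to 0.16 for random lists with the values as deposited. Fewer cycling cells in the Mll1 cKO culture, in which the paper reports reduced proliferation by other assays, could not be decided by histone genes expressed in S phase, whose median lay at percentile 3.7, and a p53 response to Cre or to 4-hydroxytamoxifen stays open as well, since 21 of 26 p53 target genes were higher, with a median of 0.23 at percentile 99.66, but the percentile was 96.92, inside the limits, among genes with a mean signal over 6. Of these targets, Perp, a membrane protein of desmosomes, was 3.29-fold higher and the only one over 2-fold, and an effect of MLL1 on these genes stays open, as it was not tested.

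Small nucleolar and Cajal body RNAs, which Table 1 does not list, made up 5 of the 29 probe sets over 2-fold lower, and 3 of these, Snora16a, Snora73b and Snora73a, lie on chromosome 4 within 43.5 kb, from 131865380 to 131908894 in the coordinates of Supplementary Data 1. A loss of small RNAs in purification is argued against as the whole cause of these 5, whose log2 differences ran from -2.15 to -1.39, since all 54 genes of the class had a median of -0.095 (quartiles -0.37 and 0.20) and the 41 with a control signal over 6 one of -0.16 (quartiles -0.41 and 0.05). Among the 16 with a control signal over 8, which include these 5, the median was -0.37 with quartiles of -1.39 and -0.14 and 13 were lower, so a smaller loss stays open. Lower expression of the noncoding genes that hold these 3, Snhg12 and Snhg3, was not tested, since neither has a named probe set here, and the nearby genes Taf12, Trnau1ap and Rcc1, which do not hold them and were picked after the result was seen, had log2 differences of 0.07, -0.05 and -0.33.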

How the results depend on the processing

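All alternatives reported here were planned. The counts of probe sets over the cut-off depended most on the cut-off itself: 1.5-fold gave 1318 higher and 637 lower, and 3-fold gave 83 higher and 5 lower. For genes the counts were 1015 higher and 432 lower at 1.5-fold and 40 higher and 5 lower at 3-fold. With a signal over 7 in the higher array, 188 probe sets and 159 genes were higher, and with a signal over 8, 107 probe sets and 94 genes were higher and 18 probe sets were lower; fewer probe sets are then counted. Inclusion of the control probe sets gave 931 higher and 78 lower. Differences centred on their median gave 18 lower probe sets, because every difference was raised by 0.06. The share of higher probe sets was 92.0% as deposited, 95.7% after centring, 93.5% with the trend removed and 88.4% after quantile normalization. Of the 333 higher and 29 lower probe sets, 333 and 18 passed again after centring, 319 and 25 with the trend removed, and 277 and 27 after quantile normalization.

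For the lists of Hox genes, other homeobox genes, regulators of myogenesis, sarcomere, excitation-contraction coupling, S phase and the G2 and M phases, the median stayed on its side of the percentile limits under all alternatives. Of the other lists, markers of satellite cells reached percentile 0.3 and imprinted genes 99.3 with the mean in place of the median, and immune markers reached 99.7 with only the 3 genes that have a mean signal over 6. Cyclin-dependent kinase inhibitors and cholesterol synthesis, outside the limits as deposited, fell back inside them under 5 and under 2 of 7 alternatives, and so did p53 targets (96.92) and the TGFβ and BMP axis (96.3) with a mean signal over 6 and the interferon response (97.47) after quantile normalization. The insulin-like growth factor axis passed the limit with 10 bins and with the probe set of the highest signal. The cause was not tested for these. All named genes over 2-fold kept their direction under the 3 scalings, but Cdc42ep3, Lbr, Cdkn2c and H2bc3 no longer passed 2-fold after centring. Nor did Actn2 and Cd53 with the trend removed, or Actn2, Cd53, Msx2, Lgals3bp and Inha after quantile normalization. Among the genes under 2-fold that the naming rule covers, only Hoxa6 and Hprt, both close to 0, changed sign. No paired analysis was possible because each condition has 1 array. Dim probe sets, whose signals lie near background, limit what the arrays show for weakly expressed genes.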

Differences from the paper's values

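No test was run for these comparisons. Prdm16, which encodes a zinc finger transcription factor of brown fat and other lineages, has a fold change of -1.47 in Table 1 of the paper, whereas its named probe set gave -1.32 here, with log2 signals of 5.66 and 5.25. All 3 alternatives for this value that were set before the data were examined also differ from the paper's value: -1.27 for differences centred on their median, -1.19 with the trend on signal removed and -1.32 after quantile normalization. The paper's signals for this gene, 6.41 and 5.85, belong to a probe set that has no symbol here.

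The paper states that myogenin was unchanged, and in the arrays Myog was 1.56-fold higher, under the cut-off of 2-fold and equal to the value of Table 1. The methods select upregulated genes of Table 1 by a signal above a limit of 8, and Stmn2, which the table lists, had a higher signal of 7.89. The criteria for downregulated genes of Table 1 were also met by Cdkn2c and H2bc3 and by 5 small nucleolar or Cajal body RNAs, which the table does not list. The counts of probe sets and genes over 2-fold did not differ by more than 1.5 times from those of the paper.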

Other observations

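Imprinted genes, which are expressed from 1 parental allele and many of which act in growth, differed in both directions. Of 21 measured, Dlk1, a transmembrane protein related to Notch ligands, was 6.37-fold higher, Nnat, which encodes neuronatin, was 4.75-fold higher, and the long noncoding RNA Meg3, which lies beside Dlk1, was 3.53-fold higher, whereas Asb4 was the only one over 2-fold lower. The median of the list was 0, at percentile 66.5 of the random lists, but with the mean in place of the median the list passed the upper limit. The TGFβ and BMP axis had 4 of 31 genes over 2-fold higher, which besides Tgfb1 and Grem1 were Inha, an inhibin subunit, at 2.13-fold and Bmp5 at 2.05-fold, with a median log2 difference of 0.13 at percentile 98.7 (96.3 with a mean signal over 6), and Inha no longer passed 2-fold after quantile normalization. The insulin-like growth factor axis had 2 of 12 over 2-fold higher and a median of 0.16 at percentile 96.9. Of 28 interferon response genes, Lgals3bp, a secreted glycoprotein, was over 2-fold higher, at 2.13-fold, and the list had a median of 0.06 at percentile 98.2, whereas after quantile normalization the gene no longer passed and the percentile was 97.47, inside the limits. Of 22 genes of Notch signalling, Jag1 alone passed 2-fold, with a median of 0.01 at percentile 52.2, which turned negative after quantile normalization.

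Of 12 genes of the nuclear lamina and envelope, 2 (Lmnb1 and Lbr) were over 2-fold lower and 9 in all were lower, with a median log2 difference of -0.16 at percentile 1.01. Lbr, which no longer passed 2-fold after centring, and Tmpo, with a log2 difference of -0.33, are also members of the list of the G2 and M phases. Of 9 cyclin-dependent kinase inhibitors and related genes, Cdkn2c alone was over 2-fold lower, though not after centring, and the median of -0.20 lay at percentile 2.39, but inside the limits under 5 of 7 alternatives. Genes of cholesterol synthesis had none of 20 over 2-fold, Idi1, an isomerase of the pathway, being 1.47-fold lower, and a median of -0.09 at percentile 2.09, but inside the limits under 2 of 7 alternatives. Of 34 genes of the extracellular matrix, Timp3 alone was over 2-fold higher, with a median of -0.04 at percentile 18.0, and of 14 Wnt antagonists Sfrp2 alone, with a median of -0.16 at percentile 54.7. The sign of the matrix median turned with centring and that of the Wnt antagonists with removal of the trend on signal (0.04) and among members with a mean signal over 6 (0.56).

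Markers of other cell types had no list outside the percentile limits with the values as deposited. Of 14 immune markers, Cd68, a lysosomal protein of macrophages, was 2.62-fold higher and Cd53, a tetraspanin of leukocytes, was 2.02-fold higher (under 2-fold with the trend removed and after quantile normalization), but 11 of the 14 were lower, with a median log2 difference of -0.25 at percentile 10.9 that turned to 1.02 among the 3 with a mean signal over 6, and Ptprc, a gene of all leukocytes that was picked from the list after its value was seen, had log2 signals of 3.83 and 3.69. Of 15 markers of fibroblasts and fibro-adipogenic progenitors, Cd34 alone was over 2-fold higher, with a median of -0.14 at percentile 24.5 that turned to 0.30 among members with a mean signal over 6. Ly6a, which encodes SCA1, a marker that the paper's sorting selects against, could not be named here. It is 4.54-fold higher in Table 1, and a probe set without a symbol here has those signals. None passed 2-fold among 11 endothelial markers (median -0.26, percentile 15.1), 9 adipocyte markers (median -0.27, percentile 8.90), 7 chondrocyte markers (median -0.30, percentile 8.39), 10 markers of smooth muscle and pericytes (median -0.04, percentile 45.0) or 6 Schwann cell markers (median -0.07, percentile 49.4). The median of the smooth muscle list changed sign with centring and with a mean signal over 6, and that of the Schwann cell list with removal of the trend. The largest differences in these lists were those of Cldn5 at 1.32-fold lower, Cidec at 1.56-fold lower, Col2a1 at 1.49-fold lower, Rgs5 at 1.74-fold higher and Pmp22 at 1.61-fold higher. Of 5 transcription factors that the paper names as candidate regulators of the Pax7 promoter, 4 were measured, with a median of 0.06 at percentile 47.8, and Klf5, a Krüppel-like factor, was 1.31-fold higher. The 4 sex-linked genes measured, among them Xist at log2 signals of 11.5 and 11.6, had a median of -0.01 at percentile 65.7, and this sign turned under centring and with removal of the trend.

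The following gene families were picked by symbol after the data were examined, so their medians and percentiles are not independent evidence of a direction. Of 22 genes of the protocadherin beta cluster, which encode neuronal cell adhesion proteins, 4 were over 2-fold higher and none lower, 18 in all were higher, and the median log2 difference of 0.46 lay at percentile 100. Of 52 keratin genes, Krt18 alone was over 2-fold higher while 47 were lower, with a median of -0.26 at percentile 0.77. Of 1027 odorant receptor genes, most with signals near background, 1 (Olfr767) was over 2-fold lower, with a median of -0.09 at percentile 3.72. Small nucleolar and Cajal body RNAs, averaged to 54 genes, had a median of -0.09 at percentile 1.81, and 26 replication-dependent histone genes had 1 over 2-fold higher, 1 over 2-fold lower and a median of -0.13.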
